# Cross‐species complementation reveals conserved functions for EARLY FLOWERING 3 between monocots and dicots

**DOI:** 10.1002/pld3.18

**Published:** 2017-10-16

**Authors:** He Huang, Malia A. Gehan, Sarah E. Huss, Sophie Alvarez, Cesar Lizarraga, Ellen L. Gruebbling, John Gierer, Michael J. Naldrett, Rebecca K. Bindbeutel, Bradley S. Evans, Todd C. Mockler, Dmitri A. Nusinow

**Keywords:** circadian clock, circadian RNA‐seq, ELF3, flowering, growth, Setaria

## Abstract

Plant responses to the environment are shaped by external stimuli and internal signaling pathways. In both the model plant *Arabidopsis thaliana* (*Arabidopsis*) and crop species, circadian clock factors are critical for growth, flowering, and circadian rhythms. Outside of *Arabidopsis,* however, little is known about the molecular function of clock gene products. Therefore, we sought to compare the function of *Brachypodium distachyon* (*Brachypodium*) and *Setaria viridis* (*Setaria*) orthologs of *EARLY FLOWERING 3,* a key clock gene in *Arabidopsis*. To identify both cycling genes and putative *ELF3* functional orthologs in *Setaria*, a circadian RNA‐seq dataset and online query tool (Diel Explorer) were generated to explore expression profiles of *Setaria* genes under circadian conditions. The function of *ELF3* orthologs from *Arabidopsis, Brachypodium,* and *Setaria* was tested for complementation of an *elf3* mutation in *Arabidopsis*. We find that both monocot orthologs were capable of rescuing hypocotyl elongation, flowering time, and arrhythmic clock phenotypes. Using affinity purification and mass spectrometry, our data indicate that BdELF3 and SvELF3 could be integrated into similar complexes *in vivo* as AtELF3. Thus, we find that, despite 180 million years of separation, *BdELF3* and *SvELF3* can functionally complement loss of *ELF3* at the molecular and physiological level.

## 1 INTRODUCTION

Plants have developed sophisticated signaling networks to survive and thrive in diverse environments. Many plant responses are shaped, in part, by an internal timing mechanism known as the circadian clock, which allows for the coordination and anticipation of daily and seasonal variation in the environment (Greenham & McClung, 2015). Circadian clocks, which are endogenous oscillators with a period of approximately 24 hr, are critical for regulating the timing of physiology, development, and metabolism in all domains of life (Bell‐Pedersen et al., 2005; Doherty & Kay, 2010; Edgar et al., 2012; Harmer, 2009; Wijnen & Young, 2006). In plants and blue‐green algae, circadian clocks provide an experimentally observable adaptive advantage by synchronizing internal physiology with external environmental cues (Dodd et al., 2005; Green, Tingay, Wang, & Tobin, 2002; Ouyang, Andersson, Kondo, Golden, & Johnson, 1998; Rubin et al., 2017; Woelfle, Ouyang, Phanvijhitsiri, & Johnson, 2004). Currently, circadian oscillators are best understood in the reference plant *Arabidopsis*, in which dozens of clock or clock‐associated components have been identified using genetic screens and noninvasive, luciferase‐based oscillating reporters (Hsu & Harmer, 2014; Nagel & Kay, 2012). These morning‐, afternoon‐, and evening‐phased clock oscillators form multiple interconnected transcription–translation feedback loops and compose a complex network (Hsu & Harmer, 2014; Pokhilko et al., 2012). The *Arabidopsis* circadian clock regulates a significant portion of physiology, including photosynthesis, growth, disease resistance, starch metabolism, and phytohormone pathways (Covington, Maloof, Straume, Kay, & Harmer, 2008; Graf, Schlereth, Stitt, & Smith, 2010; Harmer et al., 2000; Michael, Mockler, Breton, Mcentee, & Byer, 2008; Wang, Barnaby, et al., 2011), with up to 30% of gene expression under circadian control (Covington et al., 2008; Michael et al., 2008).

Within the Arabidopsis clock network, a tripartite protein complex called the evening complex (EC) is an essential component of the evening transcription loop (Huang & Nusinow, 2016b). The EC consists of three distinct proteins, EARLY FLOWERING 3 (ELF3), EARLY FLOWERING 4 (ELF4), and LUX ARRHYTHMO (LUX, also known as PHYTOCLOCK1), with transcript and protein levels peaking in the evening (Doyle et al., 2002; Hazen et al., 2005; Hicks, Albertson, & Wagner, 2001; Nusinow et al., 2011; Onai & Ishiura, 2005). The EC plays a critical role in maintaining circadian rhythms, by repressing expression of key clock genes (Dixon et al., 2011; Helfer et al., 2011; Herrero et al., 2012; Kolmos et al., 2011; Mizuno et al., 2014). Loss‐of‐function mutation of any EC component in *Arabidopsis* results in arrhythmicity of the circadian clock and causes excessive cellular elongation and early flowering regardless of environmental photoperiod (Doyle et al., 2002; Hazen et al., 2005; Hicks et al., 2001; Khanna, Kikis, & Quail, 2003; Kim, Hicks, & Somers, 2005; Nozue et al., 2007; Nusinow et al., 2011; Onai & Ishiura, 2005).

In *Arabidopsis*, ELF3 directly interacts with ELF4 and LUX, functioning as a scaffold to bring ELF4 and LUX together (Herrero et al., 2012; Nusinow et al., 2011). Additional protein–protein interaction studies and tandem affinity purification coupled with mass spectrometry (AP‐MS) have identified many ELF3‐associating proteins and established ELF3 as a hub of a complex protein–protein interaction network, which consists of key components from the circadian clock pathway and light signaling pathways (Huang & Nusinow, 2016b; Huang, Alvarez, Bindbeutel, et al., 2016; Liu, Covington, Fankhauser, Chory, & Wagner, 2001; Yu et al., 2008). In this network, ELF3 directly interacts with the major red light photoreceptor phytochrome B (phyB), and CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1), which is an E3 ubiquitin ligase required for proper regulation of photomorphogenesis and also interacts with phyB (Liu et al., 2001; Yu et al., 2008). The physical interaction among ELF3, phyB, and COP1, together with recruitment of direct interacting proteins to the network, provides biochemical evidence for cross talk between circadian clock and light signaling pathways (Huang & Nusinow, 2016b). Although much work does translate from *Arabidopsis* to other plant species, interaction between ELF3 and other proteins has yet to be tested in species outside *Arabidopsis*. Whether evening complex‐like protein assemblages or a similar ELF3‐containing protein‐protein interaction network exists in species outside *Arabidopsis* is an interesting question to ask.

Identification and characterization of clock genes in diverse plant species have revealed that many clock components are broadly conserved (Filichkin et al., 2011; Khan, Rowe, & Harmon, 2010; Lou et al., 2012; Song, Ito, & Imaizumi, 2010). Furthermore, comparative genomics analysis has found that circadian clock components are selectively retained after genome duplication events, suggestive of the importance of their role in maintaining fitness (Lou et al., 2012). Recently, mutant alleles of *ELF3* were identified associated with the selection of favorable photoperiodism phenotypes in several crops, such as pea (*Pisum sativum*), rice (*Oryza sativa*), soybean (*Glycine max*), and barley (*Hordeum vulgare* L.) (Faure et al., 2012; Lu et al., 2017; Matsubara et al., 2012; Saito et al., 2012; Weller et al., 2012; Zakhrabekova et al., 2012). These findings are consistent with the reported functions of *Arabidopsis* ELF3 in regulating the photoperiodic control of growth and flowering (Hicks et al., 2001; Huang & Nusinow, 2016b; Nozue et al., 2007; Nusinow et al., 2011). However, opposed to the early flowering phenotype caused by *elf3* mutants in *Arabidopsis,* pea, and barley (Faure et al., 2012; Hicks et al., 2001; Weller et al., 2012), loss‐of‐function mutation of the rice or soybean *ELF3* ortholog results in delayed flowering (Lu et al., 2017; Saito et al., 2012), suggesting ELF3‐mediated regulation of flowering varies in different plant species. The molecular mechanisms underlying this difference have not been thoroughly elucidated.

*Brachypodium distachyon* is a C3 model grass closely related to wheat (*Triticum aestivum*), barley, oats (*Avena sativa*), and rice. *Setaria viridis* is a C4 model grass closely related to maize (*Zea mays*), sorghum (*Sorghum bicolor*), sugarcane (*Saccharum officinarum*), and other bioenergy grasses. Both grasses are small, transformable, rapid‐cycling plants with recently sequenced genomes, making them ideal model monocots for comparative analysis with *Arabidopsis* (Bennetzen et al., 2012; Brutnell et al., 2010). Computational analysis of *Brachypodium* has identified putative circadian clock orthologs (Higgins, Bailey, & Laurie, 2010)*,* including *BdELF3*. However, no such comparative analysis has been carried out systematically in *Setaria* to identify putative orthologs of circadian clock genes. Therefore, we generated a RNA‐seq time‐course dataset to analyze the circadian transcriptome of *Setaria* after either photo‐ or thermo‐entrainment and developed an online gene‐expression query tool (Diel Explorer) for the community. We found that the magnitude of circadian‐regulated genes in *Setaria* is similar to other monocots after photo‐entrainment, but much less after thermal entrainment. We further analyzed the functional conservation of *SvELF3*, together with previously reported *BdELF3*, by introducing both *ELF3* orthologs into *Arabidopsis elf3* mutant for physiological and biochemical characterization. We found that *Brachypodium* and *Setaria ELF3* can complement the hypocotyl elongation, flowering time and circadian arrhythmia phenotypes caused by the *elf3* mutation in *Arabidopsis*. Furthermore, AP‐MS analyses found that *Brachypodium* and *Setaria* ELF3 were integrated into a similar protein–protein interaction network *in vivo* as their *Arabidopsis* counterpart. Our data collectively demonstrated the functional conservation of ELF3 among *Arabidopsis, Brachypodium,* and *Setaria* are likely due to the association with same protein partners, providing insights of how ELF3 orthologs potentially function in grasses.

## 2 METHODS

### 2.1 Plant materials and growth conditions

For *Arabidopsis,* wild‐type (Columbia‐0) and *elf3‐2* plants carrying the CCA1::LUC reporter were described previously (Nusinow et al., 2011; Pruneda‐Paz, Breton, Para, & Kay, 2009). Seeds were surface sterilized and plated on 1/2× Murashige and Skoog (MS) basal salt medium with 0.8% agar + 1% (w/v) sucrose. After 3 days of stratification, plates were placed horizontally in a Percival incubator (Percival Scientific, Perry, IA), supplied with 80 μmol m^−2^ s^−1^ white light and set to a constant temperature of 22°C. Plants were grown under 12‐h light/12‐h dark cycles (12L:12D) for 4 days (for physiological experiments) or for 10 days (for AP‐MS) before assays.

For *Setaria* circadian expression profiling by RNA‐seq, seeds were stratified for 5 days at 4°C before being moved to entrainment conditions. Plants were grown under either LDHH or LLHC (L: light, D: dark, H: hot, C: cold) entrainment condition, and then sampled for RNA‐seq in constant light and constant temperature (32°C) conditions (F, for free‐running) every 2 hr for 48 hr. Light intensity was set to 400 μmol m^−2^ s^−1^ white light. In LDHH‐F, stratified *Setaria* seeds were grown for 10 days under 12L:12D and constant temperature (32°C) before sampling in constant light and constant temperature. In LLHC‐F, stratified *Setaria* seeds were grown for 10 days under constant light conditions and cycling temperature conditions 12 h at 32°C (subjective day)/12 h at 22°C (subjective night) before sampling in constant conditions. Two experimental replicates were collected for each entrainment condition.

### 2.2 Setaria circadian RNA‐seq

The second leaf from the top of seventeen *S. viridis* plants was selected for RNA‐seq sampling at each time point for each sampling condition. Five replicate samples were pooled after being ground in liquid nitrogen and resuspended in lithium chloride lysis binding buffer (Wang, Si, et al., 2011). RNA‐seq libraries from leaf samples were constructed according to the previous literature (Wang, Si, et al., 2011) with one major modification. Rather than extracting RNA then mRNA from ground leaf samples (Wang, Si, et al., 2011), mRNA was extracted directly from frozen ground leaf samples similar to the method described in Kumar et al. (2012), except that two additional rounds of wash, binding, and elution steps after treatment with EDTA were necessary to remove rRNA from samples. mRNA quantity was assessed using a Qubit with a Qubit RNA HS Kit, and mRNA quality was assessed using a Bioanalyzer and Plant RNA PiCO chip. Ninety‐six library samples were multiplexed 12 per lane, for a total of eight lanes of Illumina Hiseq 2000 sequencing. Paired‐end 101‐bp sequencing was carried out at MOgene (St. Louis, MO). Raw data and processed data can be found on NCBI's Gene Expression Omnibus (GEO; (Barrett et al., 2013; Edgar, Domrachev, & Lash, 2002)) and are accessible with identification number GSE97739 ( https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97739).

RNA‐seq data were trimmed with BBTools (v36.20) using parameters: ktrim=r k=23 mink=11 hdist=1 tpe tbo ktrim=l k=23 mink=11 hdist=1 tpe tbo qtrim=rl trimq=20 minlen=20 (Bushnell, 2016). Any parameters not specified were run as default. Before trimming, we had 1,814,939,650 reads with a mean of 18,905,621 reads per sample and a standard deviation of 2,875,187. 

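The values used here rest on the fragments that kallisto assigned to a transcript. Summed over all transcripts, the estimated counts came to 11253295 to 20298240 per library, with a mean of 16023721 and an SD of 2217880 over the 96 libraries. The lowest and the highest total differed by less than a factor of 2.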

After trimming, we have 1,646,019,593 reads with a mean of 17,146,037 reads per sample and a standard deviation of 2,411,061. Kallisto (v 0.42.4; (Bray, Pimentel, Melsted, & Pachter, 2016)) was used to index the transcripts with the default parameters and the *S. viridis* transcripts fasta file (Sviridis_311_v1.1) from Phytozome (Goodstein et al., 2012). The reads were quantified with parameters:‐t 40 ‐b 100. Any parameters not specified were run as default. Kallisto output was formatted for compatibility with JTK‐Cycle (v3.1; (Hughes, Hogenesch, & Kornacker, 2010)), and circadian cycles were detected. To query the *Setaria* expression data, we developed Diel Explorer. The tool can be found at http://shiny.bioinformatics.danforthcenter.org/diel-explorer/. Underlying code for Diel Explorer is available on Github ( https://github.com/danforthcenter/diel-explorer).

### 2.3 Plasmid constructs and generation of transgenic plants

Coding sequences (without the stop codon) of *AtELF3* (*AT2G25930*) and *SvELF3a* (*Sevir.5G206400.1*) were cloned into the pENTR/D‐TOPO vector (ThermoFisher Scientific, Waltham, MA), verified by sequencing, and were recombined into the pB7HFC vector (Huang, Alvarez, Bindbeutel, et al., 2016) using LR Clonease (ThermoFisher Scientific). Coding sequence of *BdELF3* (*Bradi2g14290.1*) was submitted to the U.S. Department of Energy Joint Genome Institute (DOE‐JGI), synthesized by the DNA Synthesis Science group, and cloned into the pENTR/D‐TOPO vector. Sequence validated clones were then recombined into pB7HFC as described above. The pB7HFC‐At/Bd/SvELF3 constructs were then transformed into *elf3‐2* [*CCA1::LUC*] plants by the floral dip method (Zhang, Henriques, Lin, Niu, & Chua, 2006). Homozygous transgenic plants were validated by testing luciferase bioluminescence, drug resistance, and by PCR‐based genotyping. All primers used in this article were listed in Table S1.

### 2.4 Hypocotyl and flowering time measurement

Twenty seedlings of each genotype were arrayed and photographed with a ruler for measuring hypocotyl length using the ImageJ software (NIH) (Schneider, Rasband, & Eliceiri, 2012). The procedure was repeated three times. For measuring flowering time, 12 plants of each genotype were placed in a random order and were grown under the long‐day condition (light:dark = 16:8 hr). The seedlings were then observed every day at 12:00 PM; the date on which each seedling began flowering, indicated by the growth of a ~1 cm inflorescence stem, was recorded along with the number of rosette leaves produced up to that date. ANOVA with Bonferroni correction was measured using GraphPad Prism version 6.00 (GraphPad Software, La Jolla California USA, www.graphpad.com).

### 2.5 Circadian assays in *Arabidopsis*

Seedlings were transferred to fresh 1/2× MS plates after 5 days of entrainment under the 12L:12D condition and sprayed with sterile 5 mM luciferin (Gold Biotechnology, St. Louis, MO) prepared in 0.1% (v/v) Triton X‐100 solution. Sprayed seedlings were then imaged in constant light (70 μmol m^−2^ sec^−1^, wavelengths 400, 430, 450, 530, 630, and 660 set at intensity 350 (Heliospectra LED lights, Göteborg, Sweden)). Bioluminescence was recorded after a 120–180s delay to diminish delayed fluorescence (Gould et al., 2009) over 5 days using an ultra‐cooled CCD camera (Pixis 1024B, Princeton Instruments) driven by Micro‐Manager software (Edelstein, Amodaj, Hoover, Vale, & Stuurman, 2010; Edelstein et al., 2014). The images were processed in stacks by Metamorph software (Molecular Devices, Sunnyvale, CA), and rhythms determined by fast Fourier‐transformed nonlinear least squares (FFT‐NLLS) (Plautz et al., 1997) after background subtraction using the interface provided by the Biological Rhythms Analysis Software System 3.0 (BRASS) available at http://www.amillar.org.

### 2.6 Yeast two‐hybrid analysis

Yeast two‐hybrid assays were carried out as previously described (Huang, Alvarez, Bindbeutel, et al., 2016). In brief, the DNA binding domain (DBD) or activating domain (AD)‐fused constructs were transformed using the Li‐Ac transformation protocol (Clontech) into *Saccharomyces cerevisiae* strain Y187 (MATα) and the AH109 (MATa), respectively. Two strains of yeast were then mated to generate diploid with both DBD and AD constructs. Protein–protein interaction was tested in diploid yeast by replica plating on CSM –Leu –Trp –His media supplemented with extra adenine (30 mg/L final concentration) and 2 mM 3‐amino‐1,2,4‐triazole (3AT). Pictures were taken after 4‐day incubation at 30°C. All primers used for cloning plasmid constructs were listed in Table S1.

### 2.7 Protein extraction and western blotting

Protein extracts were made from 10‐day‐old seedlings as previously described (Huang, Alvarez, Bindbeutel, et al., 2016) and loaded 50 μg to run 10% SDS‐PAGE. For Western blots, all of the following primary and secondary antibodies were diluted into PBS + 0.1% Tween and incubated at room temperature for 1 hr: anti‐FLAG^®^M2‐HRP (Sigma, A8592, diluted at 1:10,000) and anti‐Rpt5‐rabbit (ENZO Life Science, BML‐PW8245‐0025, diluted at 1:5000), and anti‐rabbit‐HRP secondary antibodies (Sigma, A0545, diluted at 1:10,000).

### 2.8 Affinity purification and mass spectrometry (AP‐MS)

Protein extraction methods and protocols for AP‐MS were described previously (Huang, Alvarez, & Nusinow, 2016; Huang & Nusinow, 2016a; Huang, Alvarez, Bindbeutel, et al., 2016; Huang, Yoo, et al., 2016). In brief, transgenic seedlings carrying the At/Bd/SvELF3‐HFC constructs were grown under 12L:12D conditions for 10 days and were harvested at dusk (ZT12). Five grams of seedlings was needed per replicate to make protein extracts, which underwent tandem affinity purification utilizing the FLAG and His epitopes of the fusion protein. Purified samples were reduced, alkylated, and digested by trypsin. The tryptic peptides were then injected to an LTQ‐Orbitrap Velos Pro (ThermoFisher Scientific) coupled with a U3000 RSLCnano HPLC (ThermoFisher Scientific) with settings described previously (Huang, Alvarez, Bindbeutel, et al., 2016).

### 2.9 AP‐MS data analysis

Data analysis was carried out as previously described (Huang, Alvarez, Bindbeutel, et al., 2016). The databases searched were TAIR10 database (20101214, 35,386 entries) and the cRAP database ( http://www.thegpm.org/cRAP/). Peptide identifications were accepted if they could be established at greater than 95.0% probability and the Scaffold Local FDR was <1%. Protein identifications were accepted if they could be established at greater than 99.0% probability as assigned by the Protein Prophet algorithm (Keller, Nesvizhskii, Kolker, & Aebersold, 2002; Nesvizhskii, Keller, Kolker, & Aebersold, 2003). A full list of all identified proteins (reporting total/exclusive unique peptide count and percent coverage) can be found in Table S2. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (Vizcaino et al., 2014) via the PRIDE partner repository with the dataset identifier PXD006352 and https://doi.org/10.6019/PXD006352.

### 2.10 Accession numbers

*AtELF3* (AT2G25930), *BdELF3* (*Bradi2g14290.1*), *SvELF3a* (*Sevir.5G206400.1*) and *SvELF3b* (*Sevir.3G123200.1*) are used in this article. Accession numbers for all the At/Bd/Sv/ELF3‐associated proteins can be found in Table 1 and Table S2.

**Table 1:** Proteins co‐purified with ELF3 orthologs from AP‐MS

AGI number	Protein name	Molecular weight	Exclusive unique peptide count/percent coverage^a^ (%)									
			AtELF3		SvELF3 #2		SvELF3 #3		BdELF3 #2		BdELF3 #3	
			rep1	rep2	rep1	rep2	rep1	rep2	rep1	rep2	rep1	rep2
n/a	AtELF3‐HFC	84 kDa	20/36	19/31	–	–	–	–	–	–	–	–
n/a	SvELF3‐HFC	87 kDa	–	–	19/40	29/48	22/42	33/54	–	–	–	–
n/a	BdELF3‐HFC	86 kDa	–	–	–	–	–	–	25/42	26/43	21/35	19/33
AT2G18790	phyB	129 kDa	23/37	24/37	31/54	28/42	32/50	30/45	22/34	22/33	24/40	24/37
AT5G35840	phyC	124 kDa	22/29	23/29	27/37	32/39	27/37	33/42	20/24	18/22	19/23	22/27
AT5G43630	TZP	91 kDa	14/21	12/17	13/23	20/33	13/22	24/36	12/18	13/19	14/20	14/22
AT4G18130	phyE	123 kDa	11/16	19/27	12/18	18/23	11/19	17/24	6/7	10/14	14/19	13/18
AT2G16365.2	PCH1^b^	51 kDa	9/25	9/25	9/30	14/43	11/36	16/49	9/26	9/28	11/32	11/32
AT2G46340	SPA1	115 kDa	8/14	7/9	2/2	4/8	2/3	4/9	–	–	6/8	5/6
AT3G42170^c^	DAYSLEEPER	79 kDa	8/19	5/11	–	7/16	–	12/27	3/7	4/8	2/4	–
AT2G32950	COP1	76 kDa	8/16	9/17	6/17	4/8	3/6	5/12	1/2	2/4	6/11	4/8
AT3G22380	TIC	165 kDa	5/5	5/5	4/4	12/12	3/3	15/15	4/4	3/3	1/1	1/1
AT4G11110	SPA2	115 kDa	5/11	6/12	–	–	–	–	–	–	–	–
AT2G40080	ELF4	12 kDa	4/50	4/50	3/42	5/68	4/60	4/60	4/50	4/50	5/68	5/68
AT1G09340^c^	CRB	43 kDa	4/16	3/12	1/4	1/4	1/4	4/18	1/4	1/4	–	–
AT3G13670	MLK4	79 kDa	3/10	3/13	–	–	–	1/2	6/21	3/10	3/11	5/13
AT5G61380	TOC1	69 kDa	2/4	2/4	2/5	–	3/7	–	–	–	1/2	1/2
AT1G53090	SPA4	89 kDa	2/6	5/14	–	–	–	–	–	–	–	–
AT5G18190	MLK1	77 kDa	2/12	2/11	–	–	–	–	2/14	2/14	2/11	2/11
AT3G26640	LWD2	39 kDa	2/21	1/21	–	1/16	–	2/22	3/27	1/16	–	–
AT1G12910	LWD1	39 kDa	2/21	3/30	2/21	4/31	1/17	2/21	2/22	2/19	–	–
AT4G16250	phyD	129 kDa	1/10	1/11	2/12	1/12	3/15	2/12	2/11	1/10	2/14	2/12
AT1G09570	phyA	125 kDa	1/1	1/1	7/11	5/5	7/11	2/2	–	2/2	6/7	3/4
AT2G25760	MLK3	76 kDa	1/5	1/6	–	1/4	–	1/4	3/13	2/9	2/9	2/9
AT3G03940	MLK2	78 kDa	1/8	1/8	–	1/7	–	–	3/20	2/13	3/13	1/9
AT3G46640	LUX	35 kDa	1/3	1/3	–	3/19	–	3/23	1/3	1/3	1/3	2/11
AT1G17455	ELF4‐L4	13 kDa	–	–	–	–	–	–	1/23	1/23	–	–
AT1G72630	ELF4‐L2	13 kDa	–	1/11	–	1/13	–	–	1/22	1/22	1/22	1/11

Proteins co‐purified with ELF3 orthologs (AtELF3, SvELF3 and BdELF3, with C‐terminal His_6_‐3xFLAG tag) were identified from affinity purification coupled with mass spectrometry (AP‐MS) analyses using 12L:12D grown, 10‐day‐old transgenic plants (in *elf3‐2 null* mutant backgrounds) harvested at ZT12.

a All listed proteins match 99% protein threshold, minimum number peptides of two distinct peptides across all purifications and peptide threshold as 95%. Proteins not matching the criteria were marked with “–”.

b Percent coverage for PCH1 is calculated using protein encoded by *At2g16365.2*.

c These proteins have been noted as frequently identified proteins in AP‐MS experiments (see van Leene et al., 2015).

## 3 RESULTS

### 3.1 Identifying and cloning *ELF3* orthologs from *Brachypodium* and *Setaria*

ELF3 is a plant‐specific nuclear protein with conserved roles in flowering and the circadian clock in multiple plant species (Faure et al., 2012; Herrero et al., 2012; Liu et al., 2001; Lu et al., 2017; Matsubara et al., 2012; Saito et al., 2012; Weller et al., 2012; Zakhrabekova et al., 2012). To identify ELF3 orthologs in monocots, we used the protein sequence of *Arabidopsis* ELF3 (AtELF3) to search the proteomes of two model monocots *Brachypodium* and *Setaria* using BLAST (Altschul, Gish, Miller, Myers, & Lipman, 1990). Among the top hits, we identified a previously reported *ELF3* homolog in *Brachypodium* (*Bradi2g14290.1, BdELF3*) (Calixto, Waugh, & Brown, 2015; Higgins et al., 2010) and two putative *ELF3* homologous genes *Sevir.5G206400.1* (referred as *SvELF3a*) and *Sevir.3G123200.1* (referred as *SvELF3b*) in *Setaria*. We used Clustal Omega ( http://www.ebi.ac.uk/Tools/msa/clustalo/) to conduct multiple sequence alignments of comparing protein sequences of *ELF3* orthologs with that of *AtELF3* (Sievers et al., 2011). *BdELF3*,* SvELF3a,* and *SvELF3b* encode proteins with similar identity compared to *AtELF3* (34.7–36.8%) (Fig. S1). When compared to *BdELF3*,* SvELF3b* was 74.3% identical while *SvELF3a* was 57.4% identical (Fig. S1). Therefore, to maximize the diversity of ELF3 sequences used in this study, we cloned full‐length cDNAs encoding BdELF3 and SvELF3a.

### 3.2 Diel explorer of *Setaria* circadian data

In Arabidopsis, ELF3 cycles under diel and circadian conditions (constant condition after entrainment) with a peak phase in the evening (Covington et al., 2001; Hicks et al., 2001; Nusinow et al., 2011). We queried an available diurnal time‐course expression dataset for *Brachypodium* from the DIURNAL website and found that *BdELF3* expression cycles under diel conditions (LDHH, 12‐h light/12‐h dark cycles with constant temperature, Fig. S2a), but not under circadian conditions in available data (LDHC‐F or LDHH‐F, Fig. S2b) (Filichkin et al., 2011; Mockler et al., 2007). Also different from *AtELF3,* transcript levels of *BdELF3* accumulate at dawn rather than peak in the evening (Fig. S2a) when grown under diel conditions, suggesting different regulations on *ELF3* expression between monocot and dicot plants. Neither diel nor circadian expression data for *Setaria* were available. Therefore, we generated RNA‐seq time‐course data to examine *SvELF3* expression as well as the circadian expression of other clock orthologs after both photocycle and thermocycle entrainment. In addition, we developed the Diel Explorer tool ( http://shiny.bioinformatics.danforthcenter.org/diel-explorer/) to query and visualize *Setaria* circadian‐regulated gene expression (Fig. S3). 

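Leaf mRNA of *S. viridis* was sequenced at 24 time points after each entrainment, every 2 h from ZT2 to ZT48, with 2 libraries per time point, 48 libraries per condition and 96 libraries in all. Plants grew for 10 days under light-dark cycles at 32°C (LDHH-F) or under warm-cold cycles in constant light (LLHC-F) and were then moved to constant light at 32°C. The conditions differed across much of the transcriptome. The first principal component of log2(TPM + 1), over 21108 transcripts with a mean TPM of at least 1, held 44.7% of the variance and ran from 35.1 to 141 in the LDHH-F libraries and from -114 to -37.9 in the LLHC-F libraries. The 2 libraries of a time point had a median Pearson correlation across transcripts of 0.938 in LDHH-F and 0.935 in LLHC-F. Libraries of different conditions, paired over all time points, had a median of 0.844, so this gap takes in time of day as well as condition. Total estimated counts were 11253295 to 19357674 per LDHH-F library (median 16596630) and 11669512 to 20298240 per LLHC-F library (median 15535300).

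The authors trimmed the reads with BBTools and quantified them with kallisto 0.42.4 against the Phytozome transcripts, and each deposited table holds estimated counts and TPM (length-normalized transcript abundance) for one library. From there, each transcript's TPM was tested for a cycle in each condition with the JTK test, a rank test against cosine templates, with periods of 20 to 28 h in steps of 2 h and peaks on a 1 h grid. The p-value was multiplied by the 60 templates and a transcript was called cycling below 0.001. The paper's text names JTK-Cycle and this cutoff but not the periods. Differences between the conditions were tested with edgeR's quasi-likelihood test on the rounded counts with TMM scaling. TPM values shift between the conditions as a whole. The 100 most abundant transcripts took a median of 48.3% of the TPM in LDHH-F and 37.0% in LLHC-F. The median log2 ratio of mean TPM, LLHC-F over LDHH-F, was 0.77 over the 24465 transcripts tested by edgeR, whereas the median edgeR log2 fold change was 0.12. Replicate numbers were taken from the sample labels, which differ from the numbers in the names of the deposited tables at ZT16 to ZT48 in LDHH-F and at ZT16 to ZT46 in LLHC-F. Apart from the words experimental replicates, nothing used here says that the 2 libraries of a time point came from separate plantings, so p-values measure the spread between these libraries, which may be technical. Nor is it stated whether the LDHH-F and LLHC-F plants were grown side by side, so a difference between the conditions holds the entrainment together with anything else that differed between them.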

48,594 *Setaria* transcripts are represented in the two datasets entrained under either photocycles (LDHH‐F) or thermocycles (LLHC‐F). 

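These transcripts belong to 35214 genes. In LDHH-F, 44793 had a mean TPM above 0 and 19173 had a mean TPM of at least 1. The numbers in LLHC-F were 43610 and 21932, and 42566 transcripts had a mean TPM above 0 in both conditions. Single libraries held counts for 23900 to 33732 transcripts in LDHH-F (median 30002) and for 28685 to 33372 in LLHC-F (median 31083). The LDHH-F libraries ZT34 replicate 2 and ZT40 replicate 1 held the fewest, 23900 and 25724 transcripts, at totals of 16403904 and 16626455 estimated counts.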

With Diel Explorer, users can manually enter a list of transcript identifiers, gene ontology (GO) terms, or gene orthologs, plot gene expression, and download data. Alternatively, users can upload files of transcript identifiers or gene orthologs, and/or filter the datasets by entrainment, phase, or significance cutoffs. Data and graphs can be downloaded directly using Diel Explorer. The tool serves as a community resource that can be expanded to include other circadian or diurnal data in the future. The underlying code is available on Github ( https://github.com/danforthcenter/diel-explorer).

For our analysis, JTK‐Cycle was used to detect cycling *Setaria* genes at cutoff that had a false‐positive rate of 0 with simulated data (Bonferroni‐adjusted *p*‐value < .001) (Hughes et al., 2010). 

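The JTK test as run here was first tried on simulated series drawn over the expression levels and spread of the real libraries, with 200 cycling transcripts of known amplitude per condition. Of 50 transcripts with a peak-to-trough fold of 2, the test called 35 in LDHH-F and 36 in LLHC-F. At a fold of 1.5 it called 20 and 26 of 50, at a fold of 4 it called 48 and 47, and at a fold of 8 it called 50 and 50. Among transcripts simulated without a cycle, 6 of 18973 in LDHH-F and 7 of 21732 in LLHC-F passed the cutoff. The simulation drew each transcript independently and held no variation shared across a library. It therefore does not give the rate of false calls in the real libraries. The cutoff is adjusted for the templates within a transcript and not for the number of transcripts.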

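After photocycle entrainment, *SvLHY*, *SvRVE1* and *SvLUX* passed the JTK cutoff on each of the 2 days in constant light alone. *SvLHY* rose from 7.03 ± 5.01 TPM at ZT10 to 290.1 ± 58.5 TPM at ZT24 (SD, n = 2 libraries per time point), and *SvLUX* from 4.18 ± 2.07 TPM at ZT2 to 95.1 ± 2.39 TPM at ZT14 (SD, n = 2). Across the transcriptome, the JTK test called 5410 transcripts, 11.1% of those in the files, with a median peak-to-trough fold of 2.92 on the TPM + 1 scale. Periods of 24 h and 26 h were the most frequent, with 1626 and 1799 transcripts, and 75, 645 and 1070 transcripts had periods of 20, 22 and 28 h. The peak-to-trough range did not shrink at the median. The range of log2(TPM + 1) on the second day (ZT26 to ZT48) was at the median 1.27 times that on the first day (ZT2 to ZT24), and it was smaller on the second day for 23.3% of the called transcripts. A range also grows with the spread between libraries. The lowest correlations within LDHH-F time points were on the second day, at ZT34 (0.878), ZT42 (0.895) and ZT40 (0.897). The ratio alone therefore does not show that rhythms kept their amplitude. Of 2492 transcripts that passed the cutoff on the first day with a 24 h template, 2179 (87.4%) peaked on the second day within 3 h of the same time of day, against at most 36.4% when the second-day peaks were shuffled among them. The number of calls was 1690 and 1681 with 1 library per time point, 3423 on the mean of the 2 libraries, an alternative chosen after the data were seen, and 1066 when the p-value was also adjusted for the number of transcripts. It was 5668 without the LDHH-F libraries ZT34 replicate 2 and ZT40 replicate 1, which were left out after the data were seen. ZT40 replicate 1 and ZT42 replicate 1 of LDHH-F correlated with the other library of their own time point with a mean r of 0.348, and with the other library of each other's time point with 0.793, over transcripts called on the first day alone. With these 2 libraries exchanged, also chosen after the data were seen, 5506 transcripts were called.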

Under photoperiod entrainment (LDHH‐F), 5,585 of the 48,594 *Setaria* transcripts are circadian‐regulated (Bonferroni‐adjusted *p*‐value < .001). This proportion of photoperiod‐entrained circadian genes (~11.5%) is similar to maize (10.8%), rice (12.6%), and poplar (11.2%) data sets, but much smaller than the approximately 30% reported for *Arabidopsis* (Covington et al., 2008; Filichkin et al., 2011; Khan et al., 2010). 

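The share depends on which transcripts are counted. The called transcripts made up 12.1% of the transcripts with a mean TPM above 0 in LDHH-F. Among transcripts with a mean TPM of at least 1, 4938 were called, 25.8% of that group. With TPM summed over the transcripts of each gene, 5850 genes were called, 16.6% of all genes.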

Under thermocycle entrainment (LLHC‐F), 582 of the 48,594 *Setaria* transcripts are circadian‐regulated (Bonferroni‐adjusted *p*‐value < .001). Therefore, only ~1.2% of *Setaria* transcripts are circadian cycling under thermocycle entrainment. 

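After thermocycle entrainment, *SvTOC1*, *SvLHY*, *SvRVE1* and *SvLUX* swung widely on the first day in constant conditions and less on the second. *SvTOC1* rose from 7.45 ± 1.00 TPM at ZT2 to 127 ± 37.4 TPM at ZT12 (SD, n = 2 libraries per time point), and its range of log2(TPM + 1) on the second day was 0.145 times that on the first, the lowest ratio of the 7 clock transcripts. *SvELF3a* and *SvELF3b* had first-day folds of 1.89 and 1.57 and ratios of 0.785 and 0.827. The JTK test called 1389 transcripts in LLHC-F, of which 1028 (74.0%) had a period of 28 h, the longest searched. For the called transcripts, the range on the second day was at the median 0.653 times that on the first, and it was smaller for 92.9% of them. Of 3944 transcripts that passed with a 24 h template on the first day, 643 (16.3%) peaked within 3 h of the same time on the second day, and the share with shuffled peaks was 23.7% at the median. Within 3 h of a time 4 h later, a window chosen after the data were seen, 45.1% peaked, against 38.2% at the median and at most 40.1% with shuffled peaks. Of the 3944, 6 passed the cutoff on both days, against 1342 of 2492 in LDHH-F. Nearly all of these second-day peak times in LLHC-F thus come from fits that did not pass. The test called 3565 transcripts on ZT2 to ZT24 alone and 69 on ZT26 to ZT48 alone, 809 with a 24 h period as the only one searched, 111 and 86 with 1 library per time point, and 2 when adjusted for the number of transcripts. The edgeR test of a 24 h cosine called 128 at a Benjamini-Hochberg adjusted p below 0.001 and 3080 at 0.05, a cutoff added after the data were seen, and the JTK test on the mean of the 2 libraries, chosen after the data were seen, called 200.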

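By the test used here, the called LLHC-F transcripts were 2.86% of all transcripts and 3.19% of those with a mean TPM above 0 in this condition. Of the transcripts with a mean TPM of at least 1, 1276 cycled, or 5.82%. Their median mean TPM was 12.2, and that of the LDHH-F calls was 10.5.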

The ~10‐fold reduction in circadian cycling genes between photocycle and thermocycle entrainment (Fig. S4) is interesting considering that there was less than 1% difference in the number of genes with a circadian period between photocycle and thermocycle entrainment in C3 monocot rice (*Oryza japonica*) (Filichkin et al., 2011). 

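The ratio of called transcripts, LDHH-F over LLHC-F, was 3.89. It differed between the days. On the first day in constant conditions it was 0.596, with more transcripts called in LLHC-F than in LDHH-F, and on the second day it was 39.4. A window of 24 h holds about 1 cycle, so a single rise and fall can pass. Of the first-day calls, 1174 of 3565 in LLHC-F and 1935 of 2126 in LDHH-F were also called over the 48 h. Whether the 24 h rhythm of a transcript differed between the conditions was tested with the interaction of entrainment with a 24 h cosine in edgeR. At a Benjamini-Hochberg adjusted p below 0.05, 3601 of 24465 transcripts differed (14.7%). Among the transcripts called in LDHH-F alone, 2181 of the 4607 tested differed (47.3%), as did 94 of the 744 tested that were called in LLHC-F alone and 255 of the 595 called in both. In simulated counts, this test found 20 of 50 transcripts whose rhythm differed by a peak-to-trough fold of 2 and 39 of 50 at a fold of 4, so small differences are missed. The spread drawn there takes in variation with time of day, unlike that of the real fit, so these rates are only a rough guide. The ratio of calls was 7.17 with 24 h as the only period and, with the edgeR cosine test, 36.0 at an adjusted p below 0.001 and 2.88 at 0.05, a cutoff added after the data were seen. With 1 library per time point the interaction called 474 and 807 transcripts.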

The reduction in cycling genes between the two entrainment conditions in *Setaria* compared to rice is an indication that circadian regulation could vary greatly among monocots. Also, the difference in number of cycling genes between monocots and dicots may represent a significant reduction of the role of the circadian clock between these lineages. Wang et al., 2014 found that different metabolites peak along a leaf developmental gradient (Wang et al., 2014) and when we query that expression dataset on Maize eFG browser (Li et al., 2010) for expression of clock genes GRMZM2G175265 and GRMZM2G014902 (zmCCA1), there is an increasing gradient of absolute expression from base to tip. If developmental zones were asynchronous, the overall reduction in cycling genes between monocots and dicots would indicate a stronger role of developmental gradients in modulating the monocot circadian clock along with environment. However, gradients in expression of clock genes are not necessarily evidence that developmental zones are asynchronous, as that gradient could also result in reduction in cycling gene amplitude between developmental zones, but not asynchronicity. Therefore, to examine whether the overall reduction in cycling genes is due to asynchronicity between developmental zones, a circadian time‐course along development would be necessary.

In addition to the overall reduction in circadian genes, the phase with the most number of cycling genes was ZT18 after light entrainment (LDHH‐F; Fig. S4), but ZT12 with temperature entrainment (LLHC‐F; Fig. S4), which is consistent with previous studies that have found significant differences in temperature and light entrainment of the circadian clock (Boikoglou et al., 2011; Michael, Salome, & McClung, 2003; Michael et al., 2008). 

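Peak times were spread over the day after photocycles and gathered in a few hours after thermocycles. In LDHH-F, the most frequent peak time was ZT20, with 567 of 5410 transcripts (10.5%), and ZT16 to ZT21 held 45.8% of them. A smaller group peaked between ZT4 and ZT9, with 19.5%. In LLHC-F, the most frequent peak time was ZT11, with 414 of 1389 transcripts (29.8%). Peaks from ZT8 to ZT13 held 81.9% of the LLHC-F calls and 19.3% of the LDHH-F calls, whereas ZT16 to ZT21 held 2.23% of the LLHC-F calls. Counted as the lag from the first sample at ZT2, as JTK-Cycle reports it, the most frequent values were 18 h in LDHH-F and 9 h in LLHC-F. On the second day alone, the 69 LLHC-F calls peaked most often at ZT19, with 15 transcripts.

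**Figure D1:**
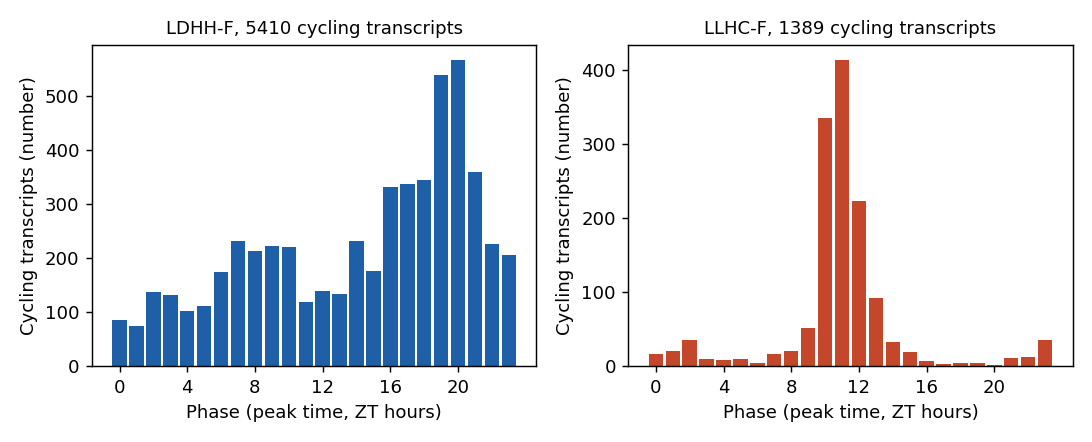
Peak time of the cycling transcripts in ZT hours (horizontal axis) against the number of transcripts in each 1 h bin (vertical axis, starting at 0), for LDHH-F on the left and LLHC-F on the right. The tallest bar is at ZT20 in LDHH-F, with 567 transcripts, and at ZT11 in LLHC-F, with 414.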

There are 269 genes that are considered circadian‐regulated and are cycling under both LDHH‐F and LLHC‐F conditions (Bonferroni‐adjusted *p*‐value < .001). 

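In the calls made here, 602 transcripts cycled in both conditions, 43.3% of the LLHC-F calls. Independent lists of the same sizes would share 176.5 among the 42566 transcripts with a mean TPM above 0 in both conditions, and the odds ratio of the overlap was 5.79 (two-sided Fisher's exact test, p = 4.18e-184). Transcripts are not independent replicates, so this p measures the overlap of the lists and not the spread between plants. Calls were more frequent among transcripts with a mean TPM of at least 1. Of these, 25.8% were called in LDHH-F and 5.82% in LLHC-F, against 12.1% and 3.19% of those above 0. The excess over 176.5, the odds ratio and this p therefore also take in level. Among transcripts with a mean TPM of at least 1, 565 were shared, and the overlap expected there was not computed. The overlap was 389 with 24 h as the only period, 982 at a Benjamini-Hochberg adjusted JTK p below 0.05 and 985 with the linear trend removed. It was 14 on the second day alone, 9 and 8 with 1 library per time point, 79 with the edgeR cosine test at an adjusted p below 0.001 (2040 at 0.05, added after the data were seen), 56 on the mean of the 2 libraries and 1 with the adjustment over transcripts.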

The list of 269 genes that overlap between photocycle and thermocycle entrainment includes best matches for Arabidopsis core clock components *TIMING OF CAB EXPRESSION 1* (*TOC1*,* AT5G61380.1*;* Sevir.1G241000.1*), *LATE ELONGATED HYPOCOTYL* (*LHY*,* AT1G01060*;* Sevir.6G053100.1*), and *CCA1*‐like gene *REVEILLE1* (*RVE1*,* AT5G17300.1*;* Sevir.1G280700.1*). However, putative *Setaria* orthologs of *TOC1*,* LHY*, and *RVE1* all have different circadian phases under LDHH entrainment compared to LLHC entrainment (Figure 1). 

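*SvTOC1* (Sevir.1G241000.1), whose Arabidopsis match is expressed in the evening, was called in both conditions, with JTK adjusted p = 9.53e-05 in LDHH-F and 3.36e-05 in LLHC-F. In LDHH-F it rose from 5.37 ± 5.05 TPM at ZT2 to 50.6 ± 13.4 TPM at ZT14 (SD, n = 2 libraries). *SvRVE1* (Sevir.1G280700.1), a Myb-like factor of the family of *CCA1*, was also called in both, with JTK adjusted p = 8.36e-17 and 4.16e-05. Its mean TPM went from 0.244 ± 0.0810 at ZT8 to 17.5 ± 4.97 at ZT20 in LDHH-F and from 0.235 ± 0.121 at ZT10 to 5.86 ± 0.818 at ZT24 in LLHC-F (SD, n = 2). *SvLHY* (Sevir.6G053100.1), the match of a morning-expressed repressor, was called in LDHH-F with JTK adjusted p = 1.85e-16. In LLHC-F it went from 370.8 ± 24.9 TPM at ZT4 to 10.1 ± 1.36 TPM at ZT12 on the first day (SD, n = 2), and its JTK adjusted p of 0.00134 over 48 h was above the cutoff. On the first day alone its adjusted p in LLHC-F was 8.78e-06, on TMM-scaled counts over 48 h it was 0.000233, and it passed in 9 of the 48 series with 1 library left out. In LDHH-F, *SvTOC1* passed on neither day alone (JTK adjusted p = 0.0152 and 0.0190). With 1 library per time point, *SvTOC1* passed in neither condition (JTK adjusted p from 0.0163 to 0.0782) and *SvRVE1* did not pass in LLHC-F (0.00501 and 0.0706). None of the 3 passed on the second day alone in LLHC-F, where the JTK adjusted p was 1 for *SvTOC1*, 1 for *SvLHY* and 0.0670 for *SvRVE1*.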

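The JTK peak times of *SvTOC1* were ZT13 in LDHH-F and ZT12 in LLHC-F, those of *SvLHY* ZT23 and ZT2, and those of *SvRVE1* ZT21 and ZT22. The fitted periods were 24 and 20 h for *SvTOC1*, 26 and 22 h for *SvLHY*, and 24 h in both conditions for *SvRVE1*. Where the periods differ, the difference in peak time holds for the first cycle only. A 24 h cosine fitted to each condition placed the peak of *SvLHY* 1.33 h later in LLHC-F, with a 95% confidence interval from -0.310 to 2.97 h. The shift was 0.780 h for *SvTOC1* (95% interval -1.40 to 2.96 h) and 0.580 h for *SvRVE1* (95% interval -0.849 to 2.01 h), so each interval includes 0. A single undamped cosine was fitted over the 48 h. The intervals thus take in damping and shape besides the spread between libraries, and they do not exclude a shift. On the first day, *SvLHY* was highest at ZT24 in LDHH-F and at ZT4 in LLHC-F. At ZT4 it had 34.0 ± 4.44 TPM in LDHH-F and 370.8 ± 24.9 TPM in LLHC-F (SD, n = 2). At ZT28, the same time of day on the second day, this contrast was absent, with 154.7 ± 1.22 TPM and 146.7 ± 95.9 TPM (SD, n = 2). The shape of the rhythm, which takes in amplitude as well as peak time, differed for *SvRVE1* (edgeR interaction, adjusted p = 1.06e-09) and *SvLHY* (adjusted p = 0.000686 from the same test). The cosine amplitude of *SvRVE1* on the log2 scale was 1.70 in LDHH-F and 0.71 in LLHC-F, and that of *SvLHY* was 2.17 and 1.14. For *SvTOC1* the amplitudes were 1.00 and 0.66, and the interaction did not pass (edgeR adjusted p = 0.135), although on the second day alone it did (adjusted p = 0.000651), as it did without the 8 LDHH-F libraries with a PC1 above 100, left out after the data were seen (0.0402). With 1 library per time point the difference in *SvLHY* did not pass, with edgeR adjusted p = 0.0946 and 0.108.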

In fact, the majority (233/269) of overlapping circadian genes in *Setaria* have a distinct circadian phase under thermocycle compared to photocycle entrainment (Fig. S4). 

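Of the 602 transcripts called in both conditions, 553 (91.9%) had unequal JTK peak times on the grid of the test, 421 peaked at least 2 h apart and 241 (40.0%) at least 4 h apart. The median distance was 3 h, and the middle of the distribution ran from 1 to 5 h between the 25th and the 75th percentile. When the LLHC-F peak times were shuffled among these transcripts, the median distance was 4 h, with a range of 4 to 4.5 h over 1000 shuffles. The transcript peaked earlier in LLHC-F in 362 cases and later in 191. With 24 h as the only period searched, 353 of 389 shared transcripts had unequal peak times.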

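Sevir.2G456400.1, the putative ortholog of the day-phased repressor *PRR7*, cycled in LDHH-F with a modest amplitude, from 9.28 ± 3.40 TPM at ZT18 to 20.8 ± 0.339 TPM at ZT8 on the first day (SD, n = 2 libraries), with a JTK peak at ZT8 and adjusted p = 3.74e-05. With 1 library per time point it did not pass (JTK adjusted p = 0.00103 and 0.104). In LLHC-F its JTK adjusted p was 1. The 24 h cosine fit placed its peak 5.97 h later in LLHC-F (95% interval 1.64 to 10.3 h). With no cycle called in LLHC-F and a fitted amplitude there of 0.14 (log2), this interval does not show a later peak. On the first day the transcript was highest at ZT8 in both conditions. In LLHC-F the transcript climbed from 21.4 ± 0.979 TPM at ZT2 to 71.5 ± 9.80 TPM at ZT8 (SD, n = 2), and its range on the second day was 0.286 times that on the first. Its level was higher in LLHC-F at 24 of 24 time points, with means of 54.5 ± 12.4 TPM in LLHC-F and 15.7 ± 5.36 TPM in LDHH-F (SD, n = 48 libraries) and an edgeR log2 fold change of 1.15 (SE 0.0862, adjusted p = 4.34e-20), and of 0.94, under the threshold of 1, on the second day alone. On the TPM scale this was 1.03 above the median log2 ratio of the tested transcripts. Sevir.5G474200.1, the putative ortholog of the evening complex component *LUX*, peaked at ZT14 in LDHH-F with JTK adjusted p = 3.05e-14. In LLHC-F it rose from 6.87 ± 1.71 TPM at ZT2 to 75.4 ± 8.57 TPM at ZT14 on the first day (SD, n = 2) and stayed between 32.1 and 47.5 TPM on the second. Its JTK adjusted p over 48 h was 0.00123, just above the cutoff, it was 0.000861 with the linear trend removed and 5.92e-06 on the first day alone, it passed at a Benjamini-Hochberg adjusted JTK p below 0.05 (0.0349), and it passed in 10 of the 48 series with 1 library left out. The 24 h rhythm differed between the conditions for both transcripts by the edgeR interaction, with adjusted p = 0.00186 and a cosine amplitude of 0.40 in LDHH-F against 0.14 in LLHC-F (log2) for the *PRR7* ortholog, and adjusted p = 0.0133 and a cosine amplitude of 1.34 against 0.56 (log2) for the *LUX* ortholog. Neither interaction passed with 1 library per time point, with edgeR adjusted p from 0.0537 to 0.383. That of the *PRR7* ortholog did not pass on the second day alone (edgeR adjusted p = 0.132), and that of the *LUX* ortholog did not pass on the first day alone (edgeR adjusted p = 0.978).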

We also found that putative orthologs of *PSEUDO‐RESPONSE REGULATOR 7* (*PRR7*,* AT5G02810*;* Sevir.2G456400.1*; related to *OsPRR73* (Murakami, Ashikari, Miura, Yamashino, & Mizuno, 2003)) and *LUX ARRHYTHMO* (*LUX*,* AT3G46640*;* Sevir.5G474200.1*) cycle significantly under LDHH‐F but not LLHC‐F conditions (Figure 1). 

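The transcripts of the *Setaria* orthologs of *ELF3*, which in Arabidopsis links the evening complex, are Sevir.5G206400.1 (*SvELF3a*) and Sevir.3G123200.1 (*SvELF3b*). *SvELF3a* averaged 12.3 ± 3.72 TPM in LDHH-F and 19.1 ± 5.06 TPM in LLHC-F, and *SvELF3b* 13.4 ± 5.89 TPM and 43.6 ± 8.61 TPM (SD, n = 48 libraries each). The JTK adjusted p was 1 for both transcripts in both conditions, and it stayed above the cutoff under every alternative tried. The fitted 24 h amplitudes on the log2 scale were 0.20 and 0.04 for *SvELF3a* and 0.24 and 0.06 for *SvELF3b*, in LDHH-F and LLHC-F. A rhythm with a peak-to-trough fold of 1.5 or less would often not be detectable with these libraries. *SvELF3b* was higher in LLHC-F at 24 of 24 time points, with an edgeR log2 fold change of 1.08 (SE 0.170, adjusted p = 5.09e-08), and under the threshold of 1 with counts summed per gene (0.80), on the first day alone (0.92), and without the 2 LDHH-F libraries with the fewest transcripts, left out after the data were seen (0.99), and without the 8 LDHH-F libraries with a PC1 above 100, also left out afterwards (0.86). With the replicate block it was 1.00 after rounding and also just under the threshold. For *SvELF3a* the edgeR log2 fold change was -0.03 (SE 0.0943, adjusted p = 0.812), and counts summed per gene gave 0.20. Limma on log2(TPM + 1), a scale on which transcripts were higher in LLHC-F at the median, gave 0.63. Relative to the median of the tested transcripts, *SvELF3a* was at -0.13 in TPM and -0.14 in edgeR. Within LDHH-F, both fell along the first principal component (Spearman r over 48 libraries -0.83 for *SvELF3a* and -0.82 for *SvELF3b*). *SvELF3b* averaged 9.42 ± 5.36 TPM in the 24 LDHH-F libraries above the median of this component and 17.5 ± 2.92 TPM in the 24 below it (SD). Each gene has a second transcript in the files that can share its reads. The other *SvELF3a* transcript averaged 2.47 ± 1.80 TPM in LDHH-F and 8.07 ± 3.56 TPM in LLHC-F (SD, n = 48). The other *SvELF3b* transcript averaged 2.26 ± 2.94 TPM in LDHH-F and 0.491 ± 1.02 TPM in LLHC-F (SD, n = 48), and *SvELF3b* itself was below 0.5 TPM in 2 LDHH-F libraries, the libraries ZT18 replicate 2 and ZT34 replicate 2.

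**Figure D2:**
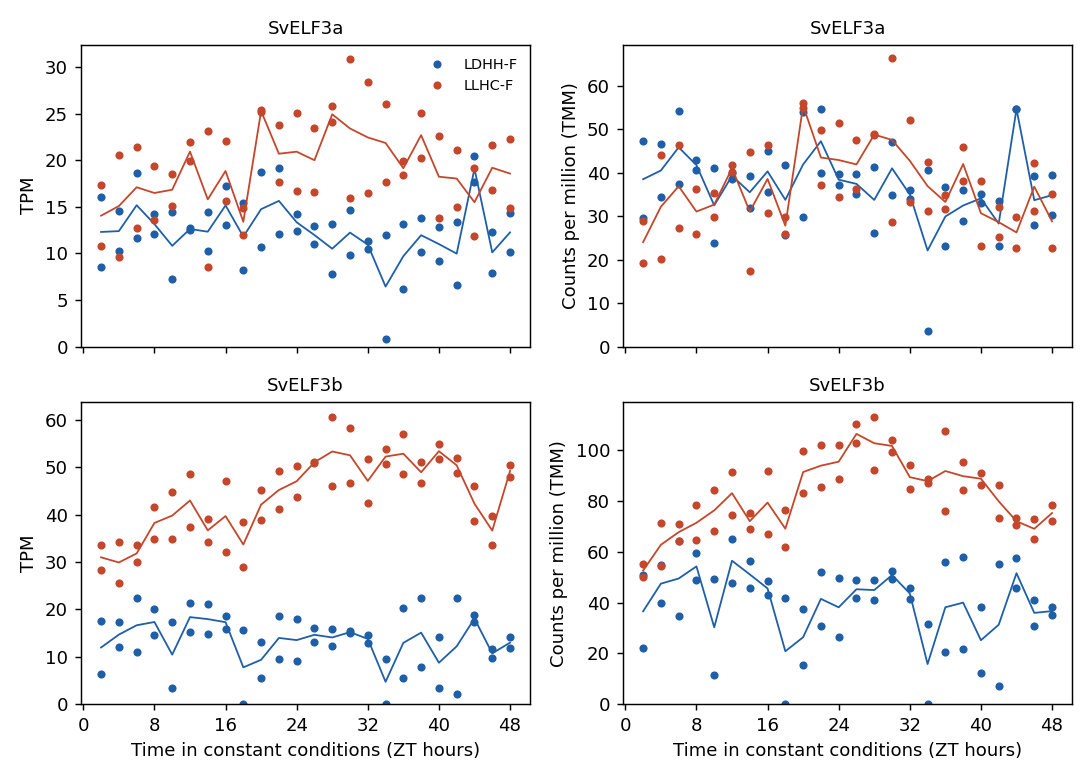
Level of *SvELF3a* (top) and *SvELF3b* (bottom) against time in constant conditions in ZT hours, as TPM (left) and as TMM-scaled CPM (right). Points are the 96 libraries, lines the mean of the 2 libraries of a time point, blue for LDHH-F and red for LLHC-F. *SvELF3a* lies higher in LLHC-F on the TPM scale (means 19.1 and 12.3) and overlaps between the conditions on the TMM scale (means 36.7 and 37.2), whereas *SvELF3b* lies higher in LLHC-F on both.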

Neither *SvELF3a* nor *SvELF3b* cycles under circadian conditions after photo‐ or thermo‐entrainment (Figure 1), similar to *ELF3* orthologs in *Brachypodium* (Fig. S2) (Mockler et al., 2007) and rice (Filichkin et al., 2011). This is different from *AtELF3*, which continues to cycle under constant condition after either photo‐ or thermos‐entrainment (Fig. S5) (Mockler et al., 2007). The difference in expression of these putative orthologs between *Arabidopsis* and monocots *Setaria*,* Brachypodium*, and rice suggests that the architecture of the circadian clock may have significant differences in response to environmental cues in these two species.

**Figure 1:**
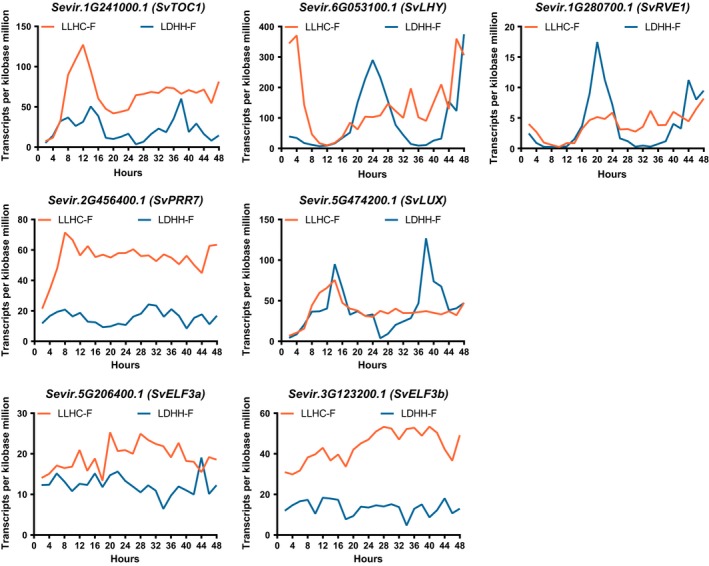
Circadian expression profiles of putative *Setaria* clock components from Diel Explorer using time‐course RNA‐seq data. *Setaria* plants were entrained by either photocycle (LDHH) or thermocycle (LLHC), followed by being sampled every 2 hr for 48 hr under constant temperature and light conditions (Free‐Running; F) to generate time‐course RNA‐seq data. Mean values of transcripts per kilobase million (TPM) from two experimental replicates for each timepoints per gene were plotted

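In the profiles of Fig. 1, the clock transcripts *SvTOC1*, *SvLHY*, *SvRVE1*, *SvPRR7* and *SvLUX* had a smaller range on the second day than on the first after thermocycles. The range of log2(TPM + 1) on the second day, divided by that on the first, was 0.974 for *SvLHY*, 0.836 for *SvRVE1*, 1.11 for *SvLUX*, 1.13 for *SvTOC1* and 1.29 for *SvPRR7* in LDHH-F. In LLHC-F, the same ratio was 0.369 for *SvLHY*, 0.519 for *SvRVE1*, 0.167 for *SvLUX*, 0.145 for *SvTOC1* and 0.286 for *SvPRR7*. Over the 48 h, *SvTOC1* and *SvRVE1* were called cycling in LLHC-F. Of the 7 transcripts, 4 passed the JTK cutoff on the first day alone in each condition. On the second day alone, *SvLHY*, *SvRVE1* and *SvLUX* passed in LDHH-F, and 0 of 7 passed in LLHC-F. From the lower number of cycling transcripts after thermocycles than after photocycles, set against published counts in rice, the paper proposes that circadian regulation could vary among monocots. From the profiles of the *ELF3* orthologs, set against the cycling of *AtELF3* in Arabidopsis, it proposes that the clock of the grasses may differ in architecture from that of Arabidopsis in its response to the environment.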

### 3.3 BdELF3 and SvELF3 rescue growth and flowering defects in *Arabidopsis elf3* mutant

Although the circadian expression pattern of *Brachypodium ELF3* and *Setaria ELF3* is different from that of *Arabidopsis ELF3*, it is still possible that the *ELF3* orthologs have conserved biological functions. To test this, we sought to determine whether *BdELF3* or *SvELF3a* could complement the major phenotypic defects of the *elf3* mutant in *Arabidopsis*, namely hypocotyl elongation, time to flowering, or circadian rhythmicity. To this end, we constitutively expressed *BdELF3*,* SvELF3a* (hereafter referred as *SvELF3*), and *AtELF3* cDNAs by the *35S Cauliflower mosaic virus* promoter in the *Arabidopsis elf3‐2* mutant expressing a *LUCIFERASE* reporter driven by the promoter of *CIRCADIAN CLOCK ASSOCIATED 1* (*CCA1*) (*elf3‐2* [*CCA1:LUC*]) (Pruneda‐Paz et al., 2009). All three ELF3 coding sequences were fused to a C‐terminal His_6_‐3xFlag affinity tag (HFC), which enables detection by Western blotting and identification of protein‐protein interaction by affinity purification and mass spectrometry (AP‐MS) (Huang, Alvarez, Bindbeutel, et al., 2016). After transforming these constructs, we identified and selected two biologically independent transgenic lines with a single insertion of each At/Bd/SvELF3‐HFC construct. Western blot analysis using FLAG antibodies detected the expression of all ELF3‐HFC fusion proteins (Fig. S6).

Next, we asked whether expressing At/Bd/SvELF3‐HFC fusion proteins could rescue the mutation defects caused by *elf3‐2*. When plants are grown under light/dark cycles (12‐hr light:12‐hr dark), *elf3‐2* mutant plants elongate their hypocotyls much more than wild‐type plants (4.75 ± 0.48 mm vs. 1.95 ± 0.27 mm, respectively. ± = standard deviation) (Figure 2). The long hypocotyl defect in *elf3‐2* was effectively suppressed by expressing either AtELF3, or ELF3 orthologs (BdELF3 *or* SvELF3) (Figure 2). These data show that the monocot ELF3 orthologs function similarly to *Arabidopsis* ELF3 in the regulation of hypocotyl elongation in seedlings.

**Figure 2:**
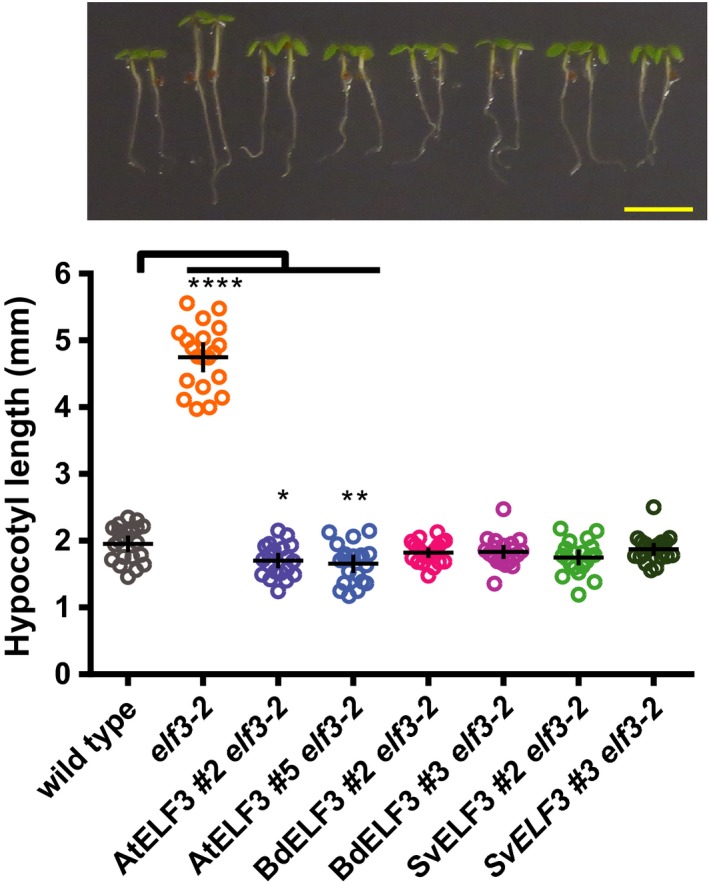
ELF3 orthologs suppress hypocotyl elongation defects in *elf3‐2*. The hypocotyls of 20 seedlings of wild type, *elf3‐2* mutant, AtELF3 *elf3‐2*, BdELF3 *elf3‐2*, and SvELF3 *elf3‐2* (two independent transgenic lines for each ELF3 ortholog) were measured at 4 days after germination under 12‐hr light:12‐hr dark growth conditions at 22°C. Upper panel shows representative seedlings of each genotype, with scale bar equal to 5 mm. Mean and 95% confidence intervals are plotted as crosshairs. This experiment was repeated three times with similar results. ANOVA with Bonferroni correction was used to generate adjusted *p* values, * <.05, ** <.01, **** <.0001

In addition to regulating phenotypes in seedlings, ELF3 also functions in adult plants to suppress the floral transition. Loss of function in Arabidopsis ELF3 results in an early flowering phenotype regardless of day length (Hicks et al., 2001; Liu et al., 2001; Zagotta, Shannon, Jacobs, & Meeks‐Wagner, 1992). To determine how monocot ELF3 orthologs compared to *Arabidopsis* ELF3 in flowering time regulation, we compared flowering responses under long‐day conditions among wild‐type, *elf3‐2*, and *elf3‐2* transgenic lines expressing AtELF3*,* BdELF3*,* or SvELF3 (At/Bd/SvELF3‐HFC). Constitutive over‐expression of AtELF3 led to a delay in flowering in long days (Figure 3) as previously observed (Liu et al., 2001). Similarly, constitutive expression of BdELF3 or SvELF3 caused plants to flower significantly later than the *elf3* mutants. These data show that all ELF*3* orthologs can function to repress the rapid transition to flowering of the *elf3* mutation when constitutively expressed in adult plants.

**Figure 3:**
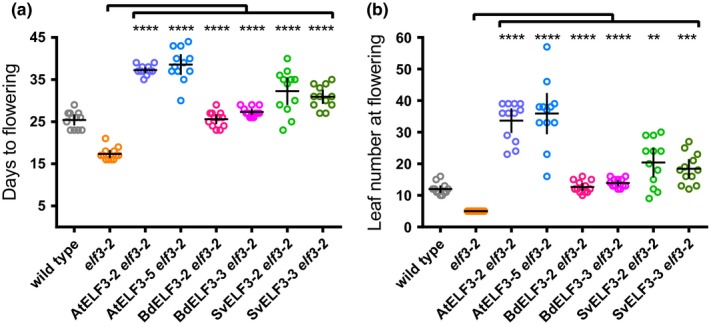
ELF3 orthologs suppress time to flowering of *elf3‐2*. 12 wild‐type, *elf3‐2* mutant, AtELF3 *elf3‐2*, BdELF3 *elf3‐2*, and SvELF3 *elf3‐2* seedlings from two independent transformations were measured for days (a) and number of rosette leaves (b) at flowering (1 cm inflorescence). Mean and 95% confidence intervals are plotted as crosshairs. This experiment was repeated twice with similar results. ANOVA with Bonferroni correction was used to generate adjusted *p* values, **<.01, ***<.001, ****<.0001, of measurements when compared to the *elf3‐2* mutant line

### 3.4 BdELF3 and SvELF3 restore the circadian rhythmicity in *Arabidopsis elf3* mutant

ELF3 is a key component of the *Arabidopsis* circadian clock and is critical for maintaining the periodicity and amplitude of rhythms as shown using the *CCA1* promoter‐driven luciferase reporter (CCA:LUC) (Covington et al., 2001; Hicks et al., 1996; Nusinow et al., 2011). To determine whether BdELF3 or SvELF3 could rescue the arrhythmic phenotype of the *elf3* mutation, we analyzed the rhythms of the *CCA1::LUC* reporter under constant light conditions after diel entrainment (12‐hr light: 12‐hr dark at constant 22°C). Relative amplitude error (RAE) analysis found that 100% of wild type and nearly all of the three *elf3‐2* transgenic lines expressing AtELF3*,* BdELF3 (BdELF3 *#3* was 87.5% rhythmic)*,* and SvELF3 were rhythmic, while only 37.5% of the *elf3‐2* lines had measurable rhythms (RAE < 0.5) (Fig. S7). Comparison of average period length found that the AtELF3 expressing lines completely rescued the period and amplitude defects in the *elf3* mutant (Figure 4a,d). The SvELF3 and BdELF3 lines also rescued the amplitude defect (Figure 4b,c), but their period was longer than wild type (compare 23.21 ± 0.59 hr for wild type to BdELF3 *#2 *=* *27.68 ± 0.86 hr, BdELF3 *#3 *=* *26.39 ± 1.01 hr, SvELF3 *#2 *=* *24.47 ± 0.50 hr, SvELF3 *#3 *=* *24.32 ± 0.34 hr, and *elf3‐2 = *31.27 ± 1.93 hr, ± = standard deviation, Figure 4d). In summary, these data show that expression of any of the ELF3 orthologs is sufficient to recover the amplitude and restore rhythms of the *CCA1::LUC* reporter.

**Figure 4:**
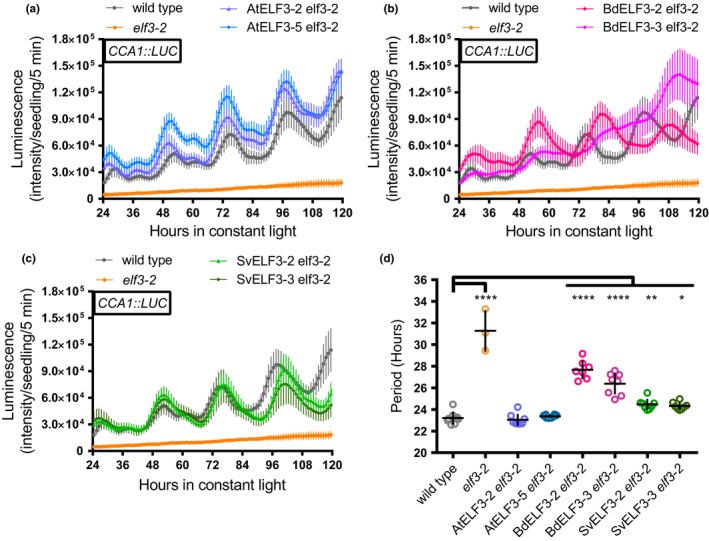
ELF3 orthologs can recover *CCA1::LUC* rhythms and amplitude in *elf3‐2* mutants. Eight seedlings of wild type, *elf3‐2* mutant, AtELF3 *elf3‐2* (a), BdELF3 *elf3‐2* (b), and SvELF3 *elf3‐2* (c) from two independent transformations were imaged for bioluminescence under constant light after entrainment in 12‐hr light:12‐hr dark growth conditions at 22°C. Each plot shows average bioluminescence of all seedlings along with 95% confidence interval (error bars). This experiment was repeated four times with similar results. Note that wild‐type and *elf3‐2* mutant data were plotted on all graphs for comparison. (d) Periods of seedlings. Only periods with a relative amplitude error below 0.5 (see also Fig. S7) were plotted. Mean and 95% confidence intervals are plotted as crosshairs. ANOVA with Bonferroni correction was used to generate adjusted *p* values, * <.05, ** <.01, *** <.001, **** <.0001, of measurements when compared to the wild type

### 3.5 BdELF3 and SvELF3 are integrated into a similar protein‐protein interaction network in *Arabidopsis*

Despite relatively low sequence conservation at the protein level, the ELF3 orthologs can complement a wide array of *elf3* phenotypes (Figures 2–4). As ELF3 functions within the evening complex (EC) in Arabidopsis, which also contains the transcription factor LUX and the DUF‐1313 domain containing protein ELF4 (Herrero et al., 2012; Nusinow et al., 2011), we reasoned that the monocot *ELF3* orthologs may also be able to bind to these proteins when expressed in *Arabidopsis*. To determine whether a composite EC could be formed, we tested whether BdELF3 or SvELF3 could directly interact with AtLUX or AtELF4 in a yeast two‐hybrid assay. Similar to AtELF3 (Nusinow et al., 2011), both BdELF3 and SvELF3 directly interact with both AtELF4 and the C‐terminal portion of AtLUX (Figure 5). We cannot conclude that whether monocot ELF3 orthologs are also able to interact with the N‐terminal AtLUX, as this fragment auto‐activated the reporter gene in the yeast two‐hybrid assay (Figure 5).

**Figure 5:**
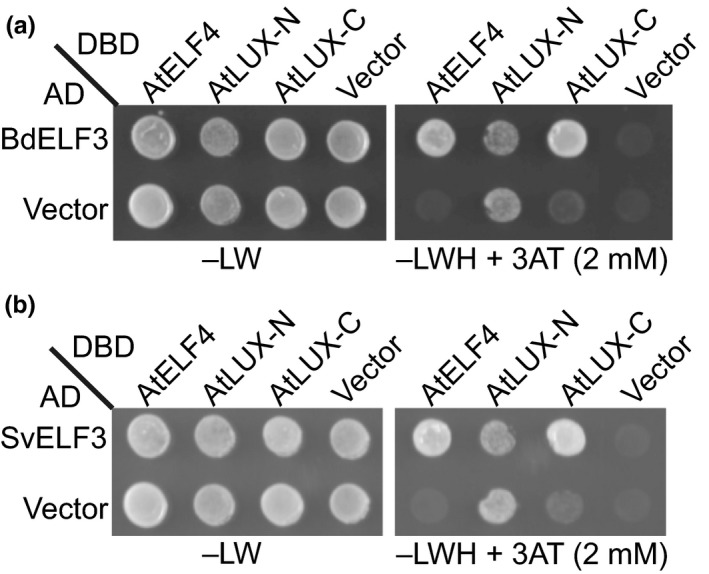
Both BdELF3 and SvELF3 can directly bind to AtELF4 and AtLUX. Yeast two‐hybrid analysis of testing whether either BdELF3 (a) or SvELF3 (b) can directly interact with either AtELF4, the N‐terminal half of AtLUX (AtLUX‐N, a.a. 1‐143) or the C‐terminal half of AtLUX (AtLUX‐C, a.a. 144‐324). –LW tests for the presence of both bait (DBD) and pray (AD) vectors, while the −LWH + 3AT tests for interaction. Vector alone serves as interaction control. This experiment was repeated twice with similar results

ELF3 functions not only as the scaffold of the EC, but also as a hub protein in a protein‐protein interaction network containing multiple key regulators in both the circadian clock and light signaling pathways (Huang & Nusinow, 2016b; Huang, Alvarez, Bindbeutel, et al., 2016). We hypothesize that BdELF3 and SvELF3 could rescue many of the defects of the *elf3* mutant because both monocot versions were integrated into the same protein‐protein interaction network. To test this hypothesis, we used affinity purification and mass spectrometry (AP‐MS) to identify the proteins that co‐precipitate with monocot ELF3s when expressed in *Arabidopsis*. AP‐MS on two biological replicates for each sample with the above‐mentioned independent insertion lines were included for each ELF3 ortholog. For comparison, the same AP‐MS experiment was performed with one of the 35S promoter‐driven AtELF3‐HFC transgenic lines (AtELF3‐2). To detect specific co‐precipitating proteins, we manually removed commonly identified contaminant proteins from plant affinity purifications and mass spectrometry experiments (van Leene et al., 2015), and proteins identified from a control transgenic line expressing GFP‐His_6_‐3xFlag described previously (Huang, Alvarez, Bindbeutel, et al., 2016) (Table 1, the full list of identified proteins can be found in Table S2).

We have previously reported proteins that co‐precipitated with ELF3 driven from its native promoter using a similar AP‐MS methodology (Huang, Alvarez, Bindbeutel, et al., 2016). When using the 35S promoter‐driven AtELF3 transgenic line, we were able to generate a curated list of 22 proteins that specifically co‐precipitate with AtELF3, including all previously identified proteins, such as all five phytochromes, PHOTOPERIODIC CONTROL OF HYPOCOTYL1 (PCH1) (Huang, Yoo, et al., 2016), and COP1 (Table 1). In addition, we also identified LIGHT‐REGULATED WD 2 (LWD2) and SPA1‐RELATED 4 (SPA4) as now co‐precipitating with AtELF3. These additional interactions may be a result of a combination of altered seedling age, expression level of the ELF3 bait, or tissue‐specificity of expression due to these purifications are from tissues where the epitope‐tagged transgene is constitutively over‐expressed. However, as LWD2 is a known component of the circadian clock (Wu, Wang, & Wu, 2008) and SPA4 is a known component of the COP1‐SPA complex (Zhu et al., 2008), these interactions are likely to be relevant.

In comparing the list of BdELF3 and SvELF3 co‐precipitated proteins with that of AtELF3, we found that neither SvELF3 nor BdELF3 co‐precipitated SPA2 and SPA4, components of the COP1‐SPA complex. In addition, SvELF3 did not co‐precipitate MUT9‐LIKE KINASE1, a kinase with roles in chromatin modification and circadian rhythms as AtELF3 did (Huang, Alvarez, Bindbeutel, et al., 2016; Wang et al., 2015). However, BdELF3 and SvELF3 associated with most of the proteins found in AtELF3 AP‐MS (20 of 22 for BdELF3, 19 of 22 for SvELF3), in at least one of the replicate purifications from each monocot ortholog AP‐MS. Therefore, our data suggest that BdELF3 and SvELF3 are integrated into a similar protein‐protein interaction network as AtELF3, which likely underlies their ability of broadly complementing *elf3* mutants.

## 4 DISCUSSION

Recent work in diverse plant species has found that the circadian clock plays critical roles in regulating metabolism, growth, photoperiodism, and other agriculturally important traits (Bendix, Marshall, & Harmon, 2015; McClung, 2013; Rubin et al., 2017; Shor & Green, 2016). While the relevance of the circadian clock to plant physiology is recognized, it is unclear whether the circadian clock components have conserved function among different plant species. This is particularly true for the majority of clock proteins, whose biological functions are currently poorly understood at the molecular level (Hsu & Harmer, 2014). Also, the divergent modes of growth regulation and photoperiodism between monocots and dicots suggest that the clock evolved to have altered roles in regulating these physiological responses between lineages (Matos et al., 2014; Poire et al., 2010; Song, Shim, Kinmonth‐Schultz, & Imaizumi, 2014). Here, we asked whether orthologs of ELF3 from two monocots could complement any of the loss‐of‐function phenotypes in the model dicot plant *Arabidopsis*. In this study we found that ELF3 from either *Brachypodium* or *Setaria* could complement the hypocotyl elongation, early flowering, and arrhythmic clock phenotype of the *elf3* mutant in *Arabidopsis,* despite the variations in protein sequences and evolutionary divergence between monocot and dicot plants. These data suggest that monocot ELF3s can functionally substitute for *Arabidopsis* ELF3, albeit with varying efficacy. As monocot and dicot ELF3 are largely different in the protein sequences, functional conservation of ELF3 orthologs also leads to the next open question of identifying the functional domains within ELF3.

Previously, comparison of ELF3 homologs has identified at least five conserved regions that may be important for function (Fig. S1) (Liu et al., 2001; Saito et al., 2012; Weller et al., 2012). Our multiple sequence alignments also show that at least two regions of AtELF3, namely the N‐terminus (AA 1~49) and one middle region (AA 317~389) share many conserved residues with ELF3 orthologs in grasses (Fig. S1). These regions fall within known fragments that are sufficient for binding to phyB (Liu et al., 2001), COP1 (Yu et al., 2008), or ELF4 (Herrero et al., 2012). Consistent with the hypothesis that these conserved regions are critical for proper ELF3 function, a single amino acid substitution (A362V) within this middle region results in defects of ELF3 nuclear localization and changes in the circadian clock period (Anwer et al., 2014). In addition, our protein–protein interaction study and AP‐MS analysis show that both monocot ELF3 can form composite ECs (Figure 5) and that all three ELF3 homologs interact with an almost identical set of proteins *in vivo* (Table 1), further suggesting that one or more of the conserved regions may mediate the binding between ELF3 and its known interacting proteins. Furthermore, the similar pool of ELF3 interacting proteins identified by Bd/SvELF3 AP‐MS suggests that the overall conformation of ELF3 ortholog proteins is conserved and that similar complexes and interactions with ELF3 orthologs may form in monocot species. However, whether these interactions form *in planta* and have the same effect on physiology is unclear. For example, *Setaria* data generated here and public data for *Brachypodium* and rice showed that *ELF3* does not cycle under circadian conditions, which differs from *Arabidopsis*. Further, different from the fact that the clock plays a key role in regulating elongation in *Arabidopsis* (Nozue et al., 2007)*,* the circadian clock has no influence on growth in C3 model grass *Brachypodium,* despite robust oscillating expression of putative clock components (Matos et al., 2014). Similarly, ELF3 from rice and soybean promotes flowering and senescence (Lu et al., 2017; Saito et al., 2012; Sakuraba, Han, Yang, Piao, & Paek, 2016; Yang, Peng, Chen, Li, & Wu, 2013; Zhao et al., 2012), while in *Arabidopsis,* ELF3 represses these responses (Liu et al., 2001; Sakuraba et al., 2014; Zagotta et al., 1992), which suggests significant rewiring of ELF3 regulated photoperiodic responses of flowering between short‐day (rice/soybean) and long‐day (*Arabidopsis*) plants. Alternatively, ELF3 may form distinct interactions and complexes in monocot species that were not identified in our trans‐species complementation analysis. Clearly, further work is required to understand ELF3 function in monocots beyond the studies presented here.

In addition to the molecular characterization of ELF3, our analysis of circadian‐regulated genes in *Setaria* after photo‐ and thermo‐entrainment found significant differences in the behavior of the clock when compared to other monocots. Although the number of circadian‐regulated genes is comparable to studies carried out in maize and rice after photo‐entrainment (between 10% and 12%) (Filichkin et al., 2011; Khan et al., 2010), we found that very few genes (~1%) continue to cycle after release from temperature entrainment in *Setaria* (Fig. S4) when compared to rice (~11%) (Filichkin et al., 2011). This may reflect a fundamental difference in how the clock interfaces with temperature between these monocot species. Furthermore, proportions of circadian‐regulated genes upon photo‐entrainment in all three monocot plants (Fig. S4) (Filichkin et al., 2011; Khan et al., 2010) are much smaller than the approximately 30% reported for *Arabidopsis* (Covington et al., 2008), suggesting the divergence of clock functions through evolution or domestication. Further comparisons of circadian responses among monocots or between monocots and dicots will help to determine the molecular underpinning of these differences.

In summary, we find that BdELF3 and SvELF3 form similar protein complexes *in vivo* as AtELF3, which likely allows for functional complementation of loss of function of *elf3* despite relatively low sequence conservation. We also present an online query tool, Diel Explorer that allows for exploration of circadian gene expression in *Setaria*, which illustrate fundamental differences in clock function among monocots and between monocots and dicots. Collectively, this work is a first step toward functional understanding of the circadian clock in two model monocots, *Brachypodium* and *Setaria*.

## AUTHOR CONTRIBUTIONS

H.H., M.A.G., T.C.M., and D.A.N. conceived the project; T.C.M., B.S.E., and D.A.N. supervised the experiments; H.H., M.A.G., S.E.H., S.A., C.L., E.L.G., J.G., M.J.N., R.K.B., and D.A.N. performed the experiments; H.H., M.A.G., S.E.H., S.A., C.L., M.J.N., and D.A.N. analyzed the data; H.H., M.A.G., and D.A.N. wrote the manuscript. All authors edited the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

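The data are RNA-seq libraries of *S. viridis* leaves, sampled every 2 h from ZT2 to ZT48 in constant light at 32°C after entrainment by photocycles (LDHH-F) or thermocycles (LLHC-F), with 2 libraries at each of the 24 time points and 48 libraries per condition. The authors trimmed the reads with BBTools and quantified them with kallisto 0.42.4 against the *S. viridis* transcripts from Phytozome, and the submitters' processing notes name the same kallisto version. The authors deposited one table per library with estimated counts per transcript, which are not normalized, and TPM, which kallisto computed from the estimated counts and the effective lengths and which sum to the same total in each library. Total estimated counts per library were 11253295 to 20298240. Samples were assigned to condition, time point and replicate by their labels. The replicate numbers of the labels and those in the names of the deposited tables are opposite at ZT16 to ZT48 in LDHH-F and at ZT16 to ZT46 in LLHC-F, and the labels number the LDHH-F libraries of ZT48 as 2 and 3. Condition and time point do not depend on this. In none of the 48 pairs of libraries of a time point were the values identical, and the chi-square per degree of freedom within these pairs was at least 14.0. Hence no library was treated as a second deposit of the other library of its time point. Libraries of different time points or conditions were not compared in this way. This spread beyond counting error does not show that the 2 libraries came from separate plants.

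Cycling was tested per transcript and condition with an implementation of the JTK test written for this work after the published method, with its exact null distribution, on the TPM of the 48 libraries. Periods were 20 to 28 h in steps of 2 h, peaks lay on a 1 h grid, and the smallest p over 60 templates was multiplied by 60 and called below 0.001. Peak times were converted to ZT by adding the 2 h of the first time point. Levels were compared with edgeR 4.0.16 in R 4.3.3, with the estimated counts rounded to whole numbers, TMM scaling, edgeR's filter on low counts, time point as a factor, and calls at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 1 in size. Rhythms were compared with the edgeR interaction of entrainment with the cosine and sine of a 24 h period, with 2 degrees of freedom and an adjusted p below 0.05. The filter left 24465 transcripts. Peak-to-trough ranges and day ratios use log2(TPM + 1) of the mean of the 2 libraries. DESeq2 1.42.0 and limma 3.58.1 served as alternatives. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

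Both kinds of test were tested on simulated data with 200 changed transcripts, 50 at each fold. The edgeR level test called 0, 23, 46 and 49 of 50 at folds of 1.5, 2, 4 and 8, with 1 false call over 24465 transcripts, and the rhythm test called 3, 20, 39 and 41 with 6 false calls. The level test asks for a fold of 2, so smaller changes are not called. For both edgeR tests, the simulated spread was estimated with condition alone in the model. It therefore takes in variation with time of day, and these rates are only a rough guide to the real fits.

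The tests, the thresholds, the alternatives and the rule for named transcripts were set before the data were examined, apart from the alternatives that the text marks as chosen afterwards. The alternatives were 24 h as the only period, TMM-scaled CPM in place of TPM, values summed per gene, a mean TPM of at least 1, other adjustments of p, tied cosine values, removal of a linear trend, single days, 1 library per time point, each library left out in turn, the replicate number as a block, the edgeR test of a 24 h cosine in each condition at a Benjamini-Hochberg adjusted p below 0.001, DESeq2, limma on log2(TPM + 1) and log2(TPM + 0.1), and no filter on low counts. The transcripts named are the 7 that the paper names in Fig. 1 and the 2 with the largest rise and the 2 with the largest fall in level among those with a mean TPM of at least 5. The rule named more transcripts and lists of genes by their function where a table pairs the IDs with names. Of the IDs in the files, 0 matched the reference table of 34587 *S. viridis* genes that was used, so the lists were not analysed here and no other names are given. The experiments on hypocotyl length, flowering, luciferase rhythms and protein interaction were not analysed here.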

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

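The tests in this part were set before their results were seen. For 3601 of 24465 transcripts, the 24 h rhythm differed between LDHH-F and LLHC-F by the edgeR interaction, a difference between the conditions. Among 61 splits of the 4 libraries of each time point into 2 and 2, the real one included, 3 gave as many calls. This share is narrowly below the level of 0.05. A random split also moves the difference in level between the conditions into the spread. The splits therefore do not test rhythm alone, and chance cannot be excluded from them. The highest of the other splits called 4780 transcripts, more than the real one, and their median was 0. Why a few splits called many transcripts was not tested. The interaction also passed for *SvRVE1* (edgeR adjusted p = 1.06e-09), *SvLHY* (adjusted p = 0.000686), *SvPRR7* (adjusted p = 0.00186) and *SvLUX* (adjusted p = 0.0133). With 1 library per time point it still passed for *SvRVE1* (edgeR adjusted p = 1.48e-04 and 0.00334), and it did not for *SvLHY* (0.0946 and 0.108), *SvPRR7* (0.249 and 0.0537) and *SvLUX* (0.383 and 0.165). It also did not pass for *SvLUX* on ZT2 to ZT24 (0.978) and for *SvPRR7* on ZT26 to ZT48 (0.132). The fitted amplitude was lower in LLHC-F for these 4 transcripts, at 0.71 against 1.70 for *SvRVE1*, 1.14 against 2.17 for *SvLHY*, 0.14 against 0.40 for *SvPRR7* and 0.56 against 1.34 for *SvLUX*, on the log2 scale.

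Outside the transcripts the paper discusses, the level of 7658 transcripts differed between the conditions, which the paper does not report. With *SvPRR7* and *SvELF3b*, 7660 of 24465 transcripts passed in edgeR, 4301 higher and 3359 lower in LLHC-F (56.1% higher). The split depends on the scale, with 5824 higher and 830 lower (87.5% higher) by limma on log2(TPM + 1), 9788 higher and 1537 lower (86.4% higher) on log2(TPM + 0.1), and 1954 higher and 2526 lower (43.6% higher) with counts summed per gene. Of 21 splits of the libraries of each time point, the real one included, 1 called as many, and the highest of the others called 0. So many calls thus came only with the real labels of the conditions. Here too, a random split moves the difference between the conditions into the spread, which lowers its calls. The splits therefore do not give the rate of false calls. A difference in depth is argued against, since 91.1% of the calls were made in the same direction with every library thinned to the lowest total. A few transcripts taking most of the counts stay open as an explanation for part of the shift in TPM. Without the 100 most abundant transcripts, the median log2 ratio of TPM fell from 0.77 to 0.46, 59.1% of its size, between the bounds set for and against this explanation. Entrainment, growth in constant light against light-dark cycles, and any difference between the plantings or sequencing runs also stay open, because each condition is 1 set of libraries.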

How the results depend on the processing

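The alternatives without the 2 LDHH-F libraries with the fewest transcripts, with ZT40 replicate 1 and ZT42 replicate 1 of LDHH-F exchanged, without the 8 LDHH-F libraries with a PC1 above 100, with the edgeR cosine test at 0.05, and on the mean TPM of the 2 libraries were chosen after the data were seen. *SvELF3a* and *SvELF3b* were not called cycling under any alternative, and *SvLHY*, *SvRVE1* and *SvLUX* were called in LDHH-F under all of them. The calls of *SvTOC1* in both conditions, of *SvPRR7* in LDHH-F and of *SvRVE1* in LLHC-F ended with the adjustment over transcripts, on ZT26 to ZT48 and with 1 library per time point. On ZT2 to ZT24 the LDHH-F call of *SvTOC1* ended as well (JTK adjusted p = 0.0152). On the mean of the 2 libraries, the calls of *SvPRR7* in LDHH-F (JTK adjusted p = 0.00302) and of *SvTOC1* and *SvRVE1* in LLHC-F (0.0253 and 0.0228) ended, and with the edgeR cosine test at its planned cutoff of an adjusted p below 0.001 the LLHC-F calls of *SvTOC1* (adjusted p = 0.0273) and *SvRVE1* (0.0122) did, which pass at 0.05. The difference in rhythm ended for *SvLUX* on ZT2 to ZT24 (edgeR adjusted p = 0.978), for *SvPRR7* on ZT26 to ZT48 (0.132) and for *SvLHY*, *SvPRR7* and *SvLUX* with 1 library per time point. A single library per time point gives the test fewer values, and a stricter adjustment lowers the counts by construction. For the other settings below the cause was not tested. Values are given for LDHH-F, LLHC-F, both conditions and the ratio, where they moved by more than 1.5 times.

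With 24 h as the only period, LLHC-F had 809 calls, both had 389, the ratio was 7.17 and 353 shared transcripts had unequal peaks. With a Benjamini-Hochberg adjusted JTK p below 0.05, both had 982 calls and 4 of the 7 clock transcripts cycled in LLHC-F. Adjusted over templates and transcripts, the counts were 1066, 2 and 1, the ratio was 533, and 3 and 0 clock transcripts cycled. With the linear trend removed, both had 985 calls and 4 clock transcripts cycled in LLHC-F. On ZT2 to ZT24 the counts were 2126 and 3565, the ratio was 0.596, and 4 clock transcripts cycled in LLHC-F. On ZT26 to ZT48 the counts were 2722, 69 and 14, the ratio was 39.4, 3 and 0 clock transcripts cycled, and the LLHC-F calls peaked most often 19 h after ZT0. The edgeR cosine test gave 128 calls in LLHC-F and 79 in both, a ratio of 36.0 and 0 clock transcripts in LLHC-F at a Benjamini-Hochberg adjusted p below 0.001, and 8878, 3080 and 2040 calls, a ratio of 2.88 and 4 clock transcripts in LLHC-F at 0.05. On the mean of the 2 libraries, the counts were 3423, 200 and 56, the ratio was 17.1 and 0 clock transcripts cycled in LLHC-F. Counted as the lag from the first sample, the most frequent peaks were 18 h and 9 h. Of the shared transcripts, 241 peaked at least 4 h apart. Differences in level numbered 14187 with no filter on low counts, where more transcripts are tested, and 4480 with counts summed per gene. For the rhythm difference, the edgeR model with no filter on low counts could not be fitted. The alternatives of the gene lists were not run, because no names could be matched.

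Without replicate 1 or 2, the ranges were 1681 to 1690 calls in LDHH-F, 86 to 111 in LLHC-F, 8 to 9 in both, 15.2 to 19.5 for the ratio, 7 to 8 for unequal peaks, 3 clock transcripts in LDHH-F and 0 in LLHC-F, 6905 to 7708 differences in level and 474 to 807 in rhythm. The ratio of the day ranges was 1.18 to 1.29 in LDHH-F and 0.768 to 0.796 in LLHC-F. With each library left out in turn, LDHH-F had 5157 to 5717 calls and LLHC-F 1099 to 1712, both had 505 to 712, the ratio was 3.16 to 4.92, and 5 clock transcripts cycled in LDHH-F and 2 to 4 in LLHC-F. In LLHC-F, *SvLHY* (JTK adjusted p from 0.000235 to 0.00446) passed without replicate 1 of ZT22, ZT26 or ZT40, or without either library of ZT24, ZT34 or ZT36. *SvLUX* (JTK adjusted p from 0.000174 to 0.00410) passed without replicate 1 of ZT16, ZT28, ZT32 or ZT44, without replicate 2 of ZT20, ZT30, ZT36 or ZT42, or without either library of ZT34. Both passed, for a count of 4, without either library of ZT34 or without replicate 2 of ZT36.

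The replicate numbers did not pair the libraries in the same way over all time points. Deviations of same-numbered libraries correlated with a mean r of 0.00415 in LDHH-F and 0.00817 in LLHC-F, from -0.610 to 0.568 and from -0.326 to 0.427. With the numbers in the names of the deposited tables, the mean r was 0.0812 and 0.0772. With the replicate block, the counts were 5384, 1479 and 656, the ratio was 3.64, and 6959 transcripts differed in level and 3436 in rhythm. Without the 2 LDHH-F libraries with the fewest transcripts, LDHH-F had 5668 calls, both had 706, and 7439 transcripts differed in level. With ZT40 replicate 1 and ZT42 replicate 1 of LDHH-F exchanged, LDHH-F had 5506 calls, both had 673, and 7703 transcripts differed in level and 3611 in rhythm. Without the 8 LDHH-F libraries with a PC1 above 100, LDHH-F had 6055 calls, both had 860, and 7106 transcripts differed in level and 3882 in rhythm.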

Differences from the paper's values

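In LLHC-F, 1389 transcripts were called cycling, and the paper's value is 582. With 24 h as the only period searched, an alternative set before the data were examined, the number was 809, within 1.5 times the paper's. Under the 14 other alternatives set before the data were examined it was further away, with 111 and 86 calls with 1 library per time point, 128 with the edgeR cosine test at an adjusted p below 0.001, 69 on ZT26 to ZT48, 2 with the adjustment over transcripts, and 1157 to 3565 under the rest. On the mean of the 2 libraries, chosen after seeing the values, it was 200. As a share of all transcripts this is 2.86%, against the paper's 1.2%, and 1.66% with 24 h as the only period, within 1.5 times the paper's. The other alternatives gave 0.00412% to 7.34%, all outside that range.

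The ratio of cycling transcripts, LDHH-F over LLHC-F, was 3.89, and the paper gives a reduction of about 10-fold. It was 7.17 with 24 h as the only period, within 1.5 times the paper's value. With 1 library per time point it was 15.2 and 19.5, and under the other alternatives set before the data were examined it was outside that range too, from 0.596 on ZT2 to ZT24 to 533 with the adjustment over transcripts.

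The number of transcripts cycling in both conditions was 602, against the paper's 269. With 24 h as the only period it was 389, within 1.5 times the paper's, and under the other alternatives set before the data were examined it was outside that range, from 1 with the adjustment over transcripts to 985 with the linear trend removed. The number with a distinct phase was 553, against the paper's 233. It was 241 when a distance of at least 4 h was asked for, within 1.5 times the paper's, and 421 at a distance of at least 2 h, 353 with 24 h as the only period, 516 on TMM-scaled counts, 596 with the replicate block, and 7 and 8 with 1 library per time point. The lists differ in length, and the paper's 233 were of 269 shared transcripts. As shares, 553 of 602 (91.9%) and 353 of 389 lie nearer to the paper's than 241 of 602 (40.0%). The paper's text states the cutoff for cycling used here but neither the periods nor the distance that makes a phase distinct.

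The paper lists the *LHY* ortholog among the transcripts that cycle in both conditions. Here its JTK adjusted p in LLHC-F was 0.00134, above the cutoff of 0.001. It passed on TMM-scaled counts (adjusted p = 0.000233), with the linear trend removed (0.000174), on ZT2 to ZT24 (8.78e-06), with a Benjamini-Hochberg adjustment at 0.05 (0.0369), and in 9 of 48 series with 1 library left out. *SvTOC1* and *SvRVE1* were called in both conditions, as in the paper. The paper states that *TOC1*, *LHY* and *RVE1* have other phases after thermocycles than after photocycles. The JTK peak times differed by 1, 3 and 1 h, for *TOC1* and *LHY* between fits of unlike period. The 95% intervals of the cosine peak shifts, -1.40 to 2.96 h, -0.310 to 2.97 h and -0.849 to 2.01 h, each include 0. These intervals also take in damping and the misfit of a single cosine over 48 h, so they do not decide against the paper's statement. The paper states that its cutoff gave no false positives in simulated data, and the simulation here gave 6 of 18973 in LDHH-F and 7 of 21732 in LLHC-F. The 2 simulations may differ in design, and the one here holds no variation shared across a library. Random orders of the real time points called a median of 20 transcripts in LDHH-F and 19 in LLHC-F, and at most 1099 and 1293.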

Other observations

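The number of transcripts against depth in the 2 LDHH-F libraries, the share of peaks 4 h later, the match of libraries to the other day, the count of transcripts kept at 28 h without the trend, and the exchange of 2 LDHH-F libraries, with its check against a shared quality, were tests chosen only after the results were seen. Of the transcripts with a changed level and a mean TPM of at least 5, the largest rises in LLHC-F were Sevir.8G026500.6, with 0.429 ± 0.736 TPM in LDHH-F and 20.3 ± 9.36 TPM in LLHC-F (SD, n = 48 libraries), and Sevir.1G303800.1, with 0.306 ± 0.571 and 9.89 ± 4.53 TPM. Their edgeR log2 fold changes were 5.45 (SE 0.430, adjusted p = 4.45e-19) and 5.22 (SE 0.474, adjusted p = 2.59e-16). The largest falls were Sevir.9G291400.1, from 17.0 ± 23.6 TPM in LDHH-F to 0.0245 ± 0.0432 TPM in LLHC-F with an edgeR log2 fold change of -9.53 (SE 0.372, adjusted p = 1.99e-35), and Sevir.9G335200.1, from 25.1 ± 18.4 to 0.477 ± 1.66 TPM with an edgeR log2 fold change of -7.18 (SE 0.388, adjusted p = 1.60e-27). The files do not pair these IDs with names. Among the clock transcripts, the edgeR log2 fold change, LLHC-F over LDHH-F, was 0.97 for *SvTOC1* (SE 0.147, adjusted p = 1.69e-08), under the threshold of 1. It passed the threshold with limma on log2(TPM + 1) (1.66) and log2(TPM + 0.1) (1.73), on ZT26 to ZT48 (1.27), with 1 library per time point (1.05 and 1.02) and, barely, with the 2 LDHH-F libraries exchanged (1.00), and was 0.68 on ZT2 to ZT24. *SvTOC1* was higher in LLHC-F at 23 of 24 time points in TPM. The edgeR value was -0.55 for *SvLUX* (SE 0.126, adjusted p = 8.69e-05), and relative to the median of the tested transcripts *SvLUX* was lower in LLHC-F both in TPM (-0.87) and in edgeR (-0.66).

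Each library was matched to the time of day it fitted best on the other day of its condition, over transcripts called on that other day alone. In LDHH-F, 22 of 24 libraries of ZT2 to ZT24 and 24 of 24 libraries of ZT26 to ZT48 matched within 4 h of their label. In LLHC-F, 4 of 24 libraries of the first day, over 66 transcripts, and 9 of 24 of the second, over 3384, matched within 4 h. A time of day drawn at random lies within 4 h of the label in 41.7% of cases. Orders of the 24 time points drawn at random, 100 with the real one included, gave as many calls in 1 of 100 orders in LDHH-F, with 5410 in the real order and at most 1099 in the others. In LLHC-F the real order also was 1 of 100, with 1389 calls and at most 1293 in the others, a narrow margin. A random order of the time points thus seldom gave as many calls in either condition. Random orders also break up any slow change over time. They therefore do not tell a cycle from a drift or from a single response.

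A period of 28 h in 74.0% of the LLHC-F calls is a pattern that the paper does not report. A linear trend over the 48 h is argued against, since 950 of these 1028 transcripts (92.4%) were still called at 28 h with the trend removed. A change after the end of the thermocycle that does not repeat on the second day stays open, as does a damped rhythm of long period. Of the 906 that passed on the first day with a 24 h template, 19 (2.10%) peaked within 3 h of the same time on the second day, no more than with shuffled peaks (4.53% at the median), but a rhythm of 28 h would peak 4 h later on the second day, outside that window, so the bound set in advance was wrong. Within 3 h of that later time lay 86.2%, against 71.9% with shuffled peaks, and since the transcripts were chosen for a 28 h fit over both days, this cannot be told apart from a single response followed by a slow rise. Of the 906, 2 passed the cutoff on both days.

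The LDHH-F libraries ZT34 replicate 2 and ZT40 replicate 1, with 23900 and 25724 transcripts, stand apart from the median of 30002. Lower depth is argued against, since 21 of the 21 LDHH-F libraries with a lower total than both held more transcripts. A time label wrong by more than 4 h is argued against as well, since over transcripts called on ZT2 to ZT24 alone both matched a time of day at most 2 h from their label, while RNA quality and library complexity were not analysed here and no biological explanation was tested. The values go with an exchange of ZT40 replicate 1 with ZT42 replicate 1, which would not by itself change the number of transcripts: the 2 gained 0.445 in mean r with the other library of the exchanged time point, against at most 0.0755 for the others of 44 exchanges of neighbouring LDHH-F libraries, and 0.167, against at most 0.0533, with that time of day on the first day. A library quality shared by ZT40 replicate 1 and ZT42 replicate 2, which are alike on PC1, is argued against as the whole cause, since 79.4% of the first gain was left (0.354, against at most 0.0942) with PC1 and the number of transcripts regressed out.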
